# Gasdermin D inhibition confers antineutrophil-mediated cardioprotection in acute myocardial infarction

**DOI:** 10.1172/JCI151268

**Published:** 2022-01-04

**Authors:** Kai Jiang, Zizhuo Tu, Kun Chen, Yue Xu, Feng Chen, Sheng Xu, Tingting Shi, Jie Qian, Lan Shen, John Hwa, Dandan Wang, Yaozu Xiang

**Keywords:** Cardiology, Neutrophils

## Abstract

Acute myocardial infarction (AMI) induces blood leukocytosis, which correlates inversely with patient survival. The molecular mechanisms leading to leukocytosis in the infarcted heart remain poorly understood. Using an AMI mouse model, we identified gasdermin D (GSDMD) in activated leukocytes early in AMI. We demonstrated that GSDMD is required for enhanced early mobilization of neutrophils to the infarcted heart. Loss of GSDMD resulted in attenuated IL-1**β** release from neutrophils and subsequent decreased neutrophils and monocytes in the infarcted heart. Knockout of GSDMD in mice significantly reduced infarct size, improved cardiac function, and increased post-AMI survival. Through a series of bone marrow transplantation studies and leukocyte depletion experiments, we further clarified that excessive bone marrow–derived and GSDMD-dependent early neutrophil production and mobilization (24 hours after AMI) contributed to the detrimental immunopathology after AMI. Pharmacological inhibition of GSDMD also conferred cardioprotection after AMI through a reduction in scar size and enhancement of heart function. Our study provides mechanistic insights into molecular regulation of neutrophil generation and mobilization after AMI, and supports GSDMD as a new target for improved ventricular remodeling and reduced heart failure after AMI.

## Introduction

Acute myocardial infarction (AMI) is a leading cause of death worldwide. Although reperfusion is successful in reducing infarct size and improving overall prognosis, AMI remains a major cause of heart failure and increased morbidity and mortality (1). In the past 2 decades, an increase in programmed cardiomyocyte cell death has been recognized in AMI and ischemia–reperfusion (I/R) injury (1, 2). Sudden massive loss of cardiomyocytes after AMI exceeds the limited regenerative capacity of the myocardium (3). Cytokines released from necrotic cells can activate innate immune pathways, triggering an intense inflammatory response (4). Dysregulation of the inflammatory response may cause adverse remodeling (fibrosis and scar formation) in patients with AMI, contributing to postinfarction heart failure (5). Therapeutic attempts to suppress inflammation during AMI can lead to impaired cardiac repair and increased risk of cardiac rupture (6). More recent strategies aimed at selectively blocking key inflammatory factors rather than globally suppressing the response have shown some promising results (7).

Accumulating evidence has underscored a central role of inflammasomes in AMI (8). The most widely characterized inflammasome sensor in the heart is the NACHT, LRR, and PYD domain–containing protein 3 (NLRP3), which is activated in response to cell debris during AMI (8). Activation of the NLRP3 inflammasome triggers myocardial damage through promotion of inflammatory cell death via pyroptosis and through release of interleukin 1β (IL-1β) (8). In contrast, downregulation or inhibition of inflammasome components, including NLRP3 (9), the adapter apoptosis-associated speck-like (ASC) protein, and caspase-1, may reduce infarct size (8, 10). However, inhibition of IL‑1β activity appears not to reduce infarct size (11). The pyroptotic substrate is the pore-forming protein gasdermin D (GSDMD) (12–14), which is widely expressed in different subsets of leukocytes (15). Cardiac neutrophil and monocyte/macrophage numbers expand rapidly in the days following AMI (16). Recent findings suggest that GSDMD plays a distinct role in neutrophils during inflammasome activation, which differs from its role in macrophages (17, 18). The regulatory role of GSDMD in response to AMI is unknown.

We now demonstrate that GSDMD is activated early in AMI and plays a critical role in increased production and mobilization of neutrophils. Both genetic deletion and pharmacological inhibition of GSDMD attenuated myocardial injury, reduced infarct size, and improved cardiac function and survival. We further demonstrated that GSDMD deficiency reduced acute cardiac cell death and IL-1β production independently of NLRP3 inflammasome activation. Consequently, reduced leukocyte numbers in the blood (and infarct) decreased inflammation and diminished post-AMI heart failure. Our work thus identifies GSDMD-dependent, bone marrow–derived neutrophil generation and mobilization as an important contributing factor to cardiac immunopathology after AMI, and provides mechanistic insights into the modulation of inflammatory responses during AMI, involving pyroptosis-dependent and pyroptosis-independent regulatory networks.

## Results

### GSDMD is activated in the early phase of AMI.

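RNA from whole mouse hearts was sequenced 1 day and 7 days after acute myocardial infarction (AMI) and after sham surgery, with 4 hearts in each group and 1 library per heart. AMI was produced by ligation of the left coronary artery, and the paper's text does not give the day on which the sham hearts were taken. The authors made cDNA with random hexamer primers, sequenced 150-bp paired-end reads, trimmed them with Cutadapt, and aligned them with STAR to the Ensembl GRCm38 mouse reference. They deposited the raw number of reads counted on each of 53801 genes, without normalization, and the TPM that RSEM gave for each gene, a measure of abundance relative to the other transcripts of a library. The paper's text does not name the tool behind the raw counts or the strand that was counted. Each library held between 23204551 and 32166517 counts. The median was 24682346 in sham hearts, 30076545 in day 1 AMI hearts, and 24865811 in day 7 AMI hearts. Mitochondrial transcripts took 21.4% ± 4.29 (SD, n = 4) of the counts in sham hearts, 14.8% ± 1.78 in day 1 AMI, and 16.1% ± 2.64 in day 7 AMI. Counts were normalized with edgeR's TMM method, which allows for transcripts that take a large share of a library, and are given as CPM, which scales the libraries to one total. The TMM factors ran from 0.781 to 0.917 in sham hearts, from 1.01 to 1.06 in day 1 AMI, and from 1.10 to 1.17 in day 7 AMI. A count of 3, taken as the smallest that a library can show, was between 0.0933 and 0.129 CPM of the library total. This floor covers counting error only. Differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test in one fit of the 12 libraries, at a fold change (FC) of 2 or greater and a Benjamini-Hochberg false discovery rate (FDR) below 0.05. The test covered the 15306 genes that passed edgeR's filterByExpr filter on low counts. Unless another test is named, adjusted p-values come from this test over all 15306 genes.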

We initially examined transcription levels of key factors involved in the acute inflammatory response to AMI by RNA sequencing of murine heart samples after AMI. 

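The 12 hearts were clustered by complete linkage on the Euclidean distance between their log2(TPM + 1) values. The 3704 genes with an SD of 0.5 or greater on this scale were used, without a minimum TPM. Pairs of hearts from one group lay 36.5 apart on average (range 30.1 to 41.0, 18 pairs), and pairs from different groups 77.4 apart (range 52.1 to 109, 48 pairs). The mean distance was 66.9 between sham and day 1 AMI hearts, 69.1 between day 1 AMI and day 7 AMI hearts, and 96.1 between sham and day 7 AMI hearts (16 pairs each). Divided into 3 clusters, the tree put 12 of the 12 hearts into a cluster of their own group. The mean silhouette width, which is 1 when groups are fully apart and 0 when they are not, was 0.451. No other split of the hearts into 3 groups of 4 gave a width as large (exact one-sided permutation test, p = 0.000173, the smallest p these splits allow). The width moved most with 1 minus the Pearson correlation as the distance, to 0.602.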

Hierarchical clustering demonstrated samples from different experimental groups (sham, 1-day, and 7-day post-AMI groups) to be well separated from each other, while biological replicates from the same group clustered together well (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI151268DS1). 

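Between day 1 AMI and sham hearts, 1192 genes were higher and 456 lower in day 1 AMI at a FC of 2 or greater and an FDR below 0.05. Between day 7 AMI and day 1 AMI hearts, 1308 genes were higher and 411 lower in day 7 AMI. The intersection of both comparisons held 174 genes that were higher in day 1 AMI than in both other groups, and 80 that were lower in day 1 AMI than in both. A further 198 genes were higher in day 1 AMI than in sham and higher again in day 7 AMI, and 13 were lower and lower again. With limma on the log2(TPM + 1) scale, 94 genes were highest in day 1 AMI, 76 of them among the 174, and 4 were lowest, each of them among the 80. With each heart left out in turn, from 115 to 229 genes were highest and from 61 to 86 lowest in day 1 AMI. Genes highest in day 1 AMI were ranked by the smaller of their changes against both other groups, and *Ankrd2* came second. Its log2 FC was 6.79 against sham (standard error 0.518, adjusted p = 2.74e-06) and −5.45 from day 1 to day 7 (standard error 0.436, adjusted p = 6.56e-07). First in this rank was *Cxcl3*, which had at most 2 counts in every sham and every day 7 AMI library. *Cxcl3* was at least 28.5-fold higher in day 1 AMI than the floor of the sham libraries. *Il1r2*, the decoy receptor for IL-1, was 5.57 higher on the log2 scale in day 1 AMI than in sham (standard error 0.762, adjusted p = 0.000108). Among the genes lowest in day 1 AMI, *Fam180a* had a log2 FC of −1.77 against sham (standard error 0.493, adjusted p = 0.0105), from at most 7 counts in a day 1 AMI library. Among the genes that rose at both steps, *Cthrc1* had log2 FCs of 4.18 and 4.94 (standard errors 0.578 and 0.307). Among those that fell at both steps, *Gnmt* had log2 FCs of −1.36 and −2.10 (standard errors 0.335 and 0.409).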

We found that 204 genes were significantly upregulated in day 1 AMI samples compared with the sham samples and day 7 AMI samples, while 64 genes were significantly downregulated (Figure 1A). 

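Figure 1B and Figure 1C show 31 genes, most of them receptors, adaptors and effectors of inflammasomes, of which 18 passed the filter on low counts. In day 1 AMI 10 of the 18 (55.6%) were DEGs higher than in sham, against 7.79% of all genes tested (one-sided hypergeometric test, which is Fisher's exact test, p = 1.94e-07, adjusted p = 2.33e-07 over 6 list tests). In day 7 AMI 15 of the 18 (83.3%) were higher than in sham, against 15.3% of all genes (same exact test, p = 3.00e-10, adjusted p = 5.99e-10). None of the 18 was a DEG lower than sham at either time. With the FDR adjusted over the 18 genes alone, 11 were higher in day 1 AMI and 15 in day 7 AMI. The genes of Figure 1B were chosen by the authors for differing between groups in these hearts, so the overlap is not independent of the calls. *Mefv*, which encodes pyrin, rose most, with a log2 FC of 4.17 in day 1 AMI against sham (standard error 0.618, adjusted p = 0.000176). *Nlrp1b* rose at both steps, with a log2 FC of 1.61 in day 1 AMI against sham (adjusted p = 0.0027) and 1.00 in day 7 AMI against day 1 AMI (adjusted p = 0.0135). The second of these was under 1 with DESeq2 (0.98). With single hearts left out it ran from 0.74 to 1.16, and the call was lost in 5 of 8 fits. *Ciita* and *Nlrc3* also rose at both steps, by 1.42 and 1.28 on the log2 scale and then by 1.07 and 1.08. With single hearts left out, the second step ran from 0.65 to 1.29 for *Ciita* and from 0.90 to 1.16 for *Nlrc3*. Each of these calls was lost in 1 of 8 fits. *Aim2*, *Naip5* and *Naip6* stayed under a FC of 2 in day 1 AMI, at 0.72, 0.86 and 0.85, and reached 1.76, 1.95 and 2.04 in day 7 AMI against sham. The *Naip* genes share stretches of sequence, 23.8% of the 75-base stretches of *Naip5* and 12.0% of those of *Naip6*, so the division of reads between them is uncertain. *Nlrp12* went the other way. It was at least 5.15-fold lower in day 7 AMI, where each library had at most 3 of its counts, than in day 1 AMI (adjusted p = 0.00305).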

Differentially expressed genes (DEGs) that had consistent expression patterns across sham, day 1 AMI, and day 7 AMI were further clustered together, and genes encoding the components of the inflammasome showed a distinct increase, indicating the inflammasome may be activated after AMI (Figure 1, B and C, and Supplemental Figure 1). Furthermore, Gene Ontology (GO) “Biological Process” enrichment analysis of DEGs also suggested upregulation of inflammatory responses, including “neutrophil chemotaxis” and “cellular response to IL-1” (Supplemental Figure 1C). 

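The GO database was not used here. A list of 42 genes for neutrophil chemotaxis and a list of 28 genes for the response to IL-1 were written by hand before the counts were examined. In day 1 AMI 33 of the 39 chemotaxis genes tested (84.6%) were DEGs higher than in sham (one-sided exact hypergeometric test over the genes tested, p = 3.56e-31, adjusted p = 2.14e-30 over the 6 list tests). In day 7 AMI 22 of the 39 (56.4%) were higher than in sham (exact p = 3.93e-09, adjusted p = 5.89e-09). Of the 27 IL-1 response genes tested, 15 (55.6%) were higher in day 1 AMI than in sham (exact p = 1.54e-10, adjusted p = 4.61e-10). In day 7 AMI 9 of the 27 (33.3%) were higher than in sham (exact p = 0.0157 before and after adjustment), and 3 were lower. With the FDR adjusted over each list alone, the day 1 AMI counts were again 33 and 15, and those in day 7 AMI were 23 and 9. *Cxcr2*, the neutrophil chemokine receptor, was 2.98 higher on the log2 scale in day 1 AMI than in sham (standard error 0.622, adjusted p = 0.00184) and fell by 4.06 from day 1 to day 7 (standard error 0.664, adjusted p = 0.000229). *Il1rn*, the IL-1 receptor antagonist, was 5.48 higher in day 1 AMI than in sham (standard error 0.421, adjusted p = 2.80e-06). *S100a8* and *S100a9*, which neutrophils carry in large amounts, both had log2 FCs of 1.22 that did not pass the FDR (adjusted p = 0.308 and 0.291). Both passed once the level of erythroid transcripts in each heart was added to the fit as a covariate, at 3.77 and 3.63, a step chosen after the data were examined. Neither passed when sham replicate 2, the heart with the most erythroid transcripts, was left out.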

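*Nlrp3* (ENSMUSG00000032691) lies on chromosome 11 of GRCm38 from 59541568 to 59566956, on the plus strand. It had 0.892 ± 0.258 CPM (SD, n = 4) in sham hearts, 3.61 ± 1.06 in day 1 AMI, and 2.05 ± 1.01 in day 7 AMI. Its log2 FC in day 1 AMI against sham was 2.00 (standard error 0.379, adjusted p = 0.00095). Each day 1 AMI heart had more than each sham heart (exact two-sided permutation test on log2 CPM, p = 0.0286, the smallest p that 4 hearts against 4 allow). From day 1 to day 7 the log2 FC was −0.81 (standard error 0.341, adjusted p = 0.0654, exact permutation p = 0.171), so the fall was within a FC of 2 and did not pass the FDR. Over the alternative settings that kept the 12 hearts, this change ran from −0.84 to −0.16, with adjusted p-values from 0.0426 to 0.592. In day 7 AMI *Nlrp3* was still 1.19 above sham on the log2 scale (standard error 0.386, adjusted p = 0.0156), though the hearts of these groups overlapped (exact permutation p = 0.114). That call was lost without day 7 AMI replicate 1 (adjusted p = 0.0538) and without replicate 4 (adjusted p = 0.0509). With each of the other hearts left out, the adjusted p ran from 0.00127 to 0.0488. On the log2(TPM + 1) scale its increases over sham were 0.93 in day 1 AMI and 0.77 in day 7 AMI, each under a FC of 2. A pseudocount of 1 shrinks the log2 changes of genes with low TPM. With every other alternative that kept the 12 hearts, *Nlrp3* was a DEG above sham at both times.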

Interestingly, *Nlrp3*, which encodes a pattern recognition receptor, was rapidly upregulated within 24 hours after AMI, followed by a decrease in expression on day 7 after AMI (Figure 1C). 

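*Casp1* (ENSMUSG00000025888, chromosome 9, 5298517 to 5307265) had 1.53 ± 0.339 CPM (SD, n = 4) in sham hearts, 2.89 ± 0.911 in day 1 AMI, and 4.31 ± 1.53 in day 7 AMI. Its log2 FC against sham was 0.92 in day 1 AMI (standard error 0.295, adjusted p = 0.0224), under a FC of 2, and 1.49 in day 7 AMI (standard error 0.293, adjusted p = 0.000536). Exact two-sided permutation tests gave p = 0.0571 for day 1 AMI and p = 0.0286 for day 7 AMI. The day 1 change passed a FC of 2 on the log2(TPM + 0.1) scale, at 1.15. *Gsdmd* (ENSMUSG00000022575, chromosome 15, 75862327 to 75867408) had 7.36 ± 1.61, 11.1 ± 1.82 and 16.0 ± 2.65 CPM in sham, day 1 AMI and day 7 AMI (SD, n = 4 each). Against sham its log2 FC was 0.59 in day 1 AMI (standard error 0.168, adjusted p = 0.0121) and 1.12 in day 7 AMI (standard error 0.168, adjusted p = 5.71e-05). From day 1 to day 7 it rose by 0.53 (standard error 0.162, adjusted p = 0.0158), though the hearts of these groups overlapped (exact permutation p = 0.0571). Each day 1 AMI heart had more *Gsdmd* than each sham heart (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). *Il1b* (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) rose from 0.400 ± 0.298 CPM in sham to 6.34 ± 2.23 in day 1 AMI and stood at 1.74 ± 0.893 in day 7 AMI. Its log2 FC was 3.94 in day 1 AMI against sham (standard error 0.505, adjusted p = 7.34e-05) and −1.85 from day 1 to day 7 (standard error 0.411, adjusted p = 0.00216). An antisense gene overlaps 1.30% of the exon bases of *Il1b*. *Pycard* (ENSMUSG00000030793, chromosome 7, 127989708 to 127993867), the adaptor between NLRP3 and caspase-1, had log2 FCs of 0.13, −0.06 and 0.07 in the 3 comparisons (adjusted p = 0.485, 0.757 and 0.686). With limma on the log2(TPM + 1) scale its change in day 7 AMI against sham was 0.83 (adjusted p = 0.00944, and from 0.00944 to 0.85 over the alternatives that kept every heart). An antisense gene overlaps 12.8% of its exon bases. The paper places *Casp1*, *Gsdmd* and *Il1b* downstream of NLRP3, and from their expression in the infarcted heart it proposes that this inflammasome could be activated.

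**Figure D1:**
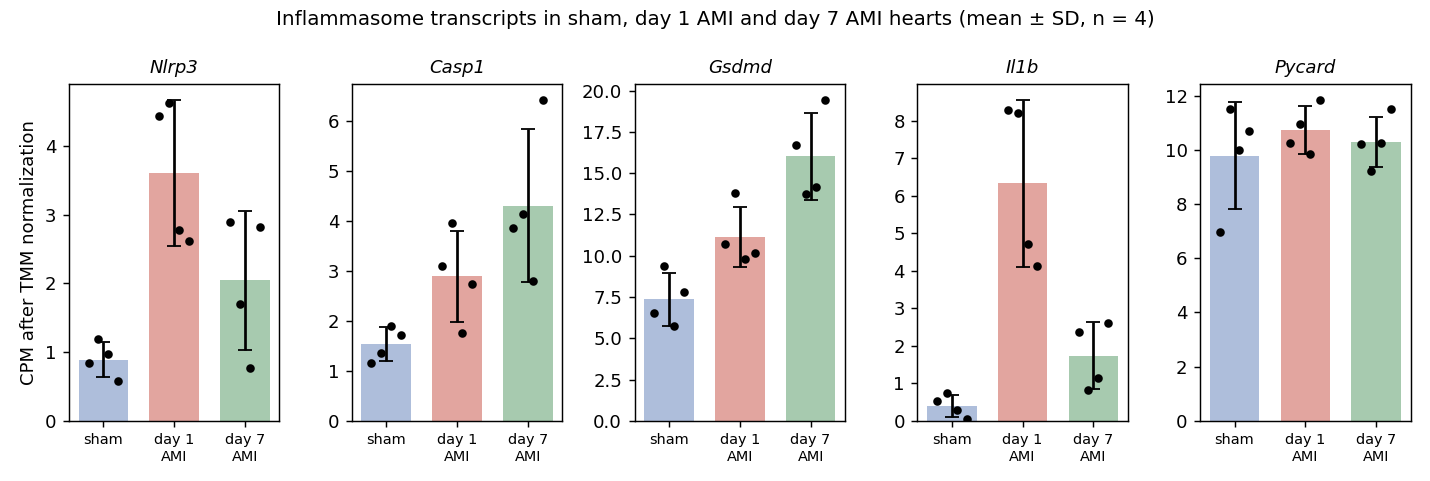
TMM-normalized CPM of *Nlrp3*, *Casp1*, *Gsdmd*, *Il1b* and *Pycard* in sham, day 1 AMI and day 7 AMI hearts, with a point per heart and the mean ± SD of the 4 hearts of each group. *Nlrp3* and *Il1b* are highest in day 1 AMI, *Casp1* and *Gsdmd* in day 7 AMI, and *Pycard* changes least on this scale.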

The expression of the downstream components of NLRP3 activation, including *Casp1*, *Gsdmd*, and *Il1b*, was upregulated in response to AMI, indicating that the myocardial NLRP3 inflammasome could be activated during AMI (Figure 1C). We further validated these findings by evaluating the protein level and activation level of *Gsdmd* in the heart. GSDMD exhibited a low level of expression in heart but high levels in other tissues like the intestine, liver, and spleen (Figure 1D), consistent with previous reports that GSDMD exhibited high levels in immunocytes and fibroblasts and low levels in cardiomyocytes, endothelial cells, and smooth muscle cells (19, 20). Intriguingly, both expression and activation of GSDMD in heart were remarkably enhanced in response to myocardial ischemia/infarction in left anterior descending (LAD) ligation–operated wild type (WT) mice, as early as 24 hours after AMI (Figure 1, E and F). In addition, NLRP3, caspase-1 cleavage, and particularly IL-1β were induced early during myocardial ischemia/infarction (Figure 1, E and F). 

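To follow leukocyte transcripts in the same hearts, lists of marker genes were written before the counts were examined, and each list was summarised as its mean log2 CPM. Differences were tested with exact two-sided permutation tests of 4 hearts against 4. Of the 15 tests on 5 lists, 13 had the smallest p such a test allows, 0.0286 (adjusted p = 0.033 over the 15 tests), and in each of the 13 the groups were fully apart. The leukocyte list (10 genes) went from 2.95 ± 0.316 (SD, n = 4) in sham to 4.72 ± 0.282 in day 1 AMI, a difference of 1.77, and its genes rose by 1.17 to 2.22 each. It was level from day 1 to day 7, with a difference of 0.07 (exact permutation p = 0.857). The neutrophil list (12 genes) rose by 3.00 from sham to day 1 AMI and fell by 2.55 from day 1 to day 7. Its day 7 mean was 0.45 above sham (exact permutation p = 0.6), and it varied most among the sham hearts (SD 1.70). A separate list of 7 neutrophil granule genes, outside the 5 lists, did not rise in day 1 AMI. It was −2.74 ± 0.907 in sham, −2.94 ± 0.267 in day 1 AMI and −1.92 ± 1.66 in day 7 AMI (SD, n = 4 each). The sham and day 1 AMI means lie near the floor of a count of 3, so a rise could have been missed. The day 7 AMI mean was raised by replicate 4, at 0.51 against −3.19 to −2.31 in the other hearts. The monocyte and macrophage list (14 genes) rose at both steps, by 1.28 and then by 0.96. The cardiomyocyte list (11 genes) fell by 0.54 from sham to day 1 AMI and by 0.98 from sham to day 7 AMI. In day 1 AMI *Gsdmd* rose less than the leukocyte list, and the difference between them changed by −1.17 on the log2 scale (exact permutation p = 0.0286, adjusted p = 0.0514 over 36 such tests), a comparison chosen after the data were examined. From day 1 to day 7 it changed the other way, by 0.45 (exact permutation p = 0.0286), and *Casp1* also rose less than the list in day 1 AMI, by −0.92 (exact permutation p = 0.0286), both with the same adjusted p. *Nlrp3* did not rise less than the list in day 1 AMI (0.15), and *Il1b* rose more than it (2.22). The direction for *Gsdmd* from day 1 to day 7 depended on the list. It was −0.44 against the monocyte and macrophage list and 3.07 against the neutrophil list. These lists measure transcripts in whole-heart RNA and do not count cells.

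**Figure D2:**
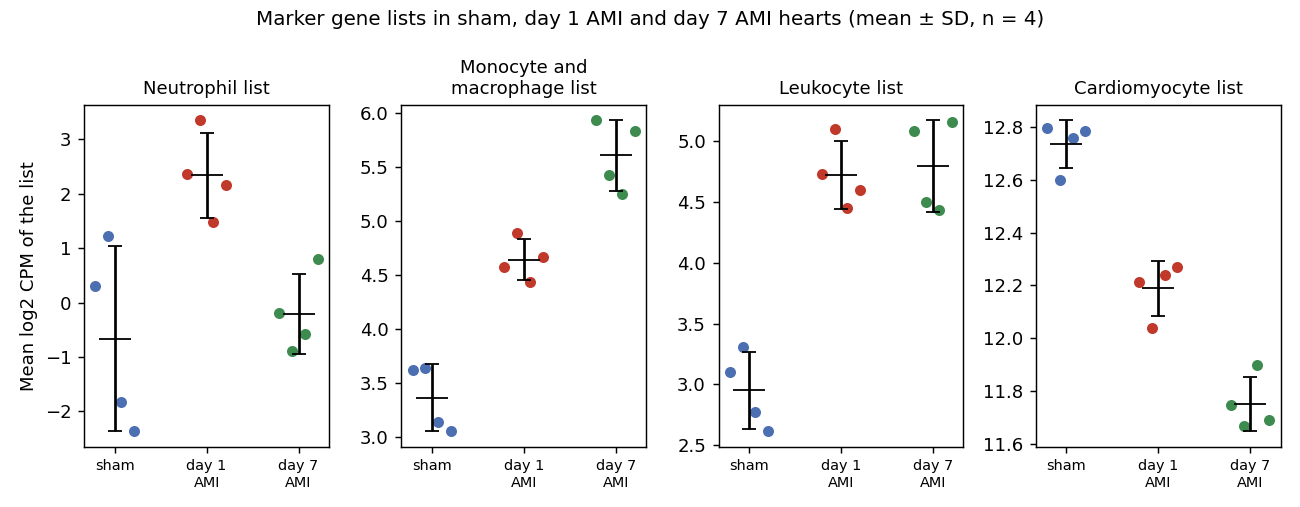
Mean log2 CPM of the neutrophil, monocyte and macrophage, leukocyte and cardiomyocyte lists in sham, day 1 AMI and day 7 AMI hearts, with a point per heart and the mean ± SD of the 4 hearts of each group, each list on its own scale. The neutrophil list is highest in day 1 AMI, the monocyte and macrophage list in day 7 AMI, and the cardiomyocyte list in sham.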

Taken together, these data suggest that the NLRP3 inflammasome and GSDMD-induced pyroptosis may be activated early after AMI and the likely source is from infiltrating leukocytes.

### Loss of GSDMD attenuates myocardial injury after AMI.

To determine the overall role of GSDMD in AMI, we initially utilized *Gsdmd*^−/−^ (global knockout) mice and subjected the hearts to sham operations or AMI (as will be described later, bone marrow transplantation and leukocyte depletion studies will provide tissue-specific knockout studies). Unexpectedly, we observed significantly improved survival of the *Gsdmd*^−/−^ mice after AMI compared with AMI-operated WT littermate controls (78.7% versus 50%, *P* = 0.0108; Figure 2A). *Gsdmd* deficiency appeared to significantly improve left ventricular (LV) systolic function, which was severely impaired following AMI in WT littermate controls (Figure 2, B and C). Consistently, the heart weight to body weight ratio in *Gsdmd*^−/−^ mice was significantly decreased compared with that of the littermate controls (Figure 2D). We further determined the effect of *Gsdmd* deficiency on cardiac structural remodeling after AMI. Masson’s trichrome staining analysis and quantification of the scar showed that the hearts from *Gsdmd*^−/−^ mice had significant reduction in fibrotic scar size (Figure 2, E and F) and increase in thickness of the LV wall (Figure 2F). Apart from utilizing LAD ligation–operated mice, we also compared the myocardial infarction size in response to I/R (30 minutes/24 hours) in mice (Figure 2G). Remarkably, we observed that *Gsdmd*^−/−^ mice also exhibited a significant reduction in infarct size compared with that of the littermate controls (Figure 2, H and I). These data suggested that *Gsdmd* deficiency reduces infarct size, preserves cardiac function, and improves survival after AMI. We set forth to determine the mechanisms for this unexpected protective effect.

### GSDMD is essential for recruitment of neutrophils/monocytes to the infarcted heart.

To explore the mechanisms underlying GSDMD deficiency–conferred cardioprotection after AMI, and based on recent suggestions that GSDMD may play a role in neutrophil production/mobilization, we investigated leukocyte infiltration and leukocytosis in AMI (Supplemental Figure 2). After AMI, an increase particularly in neutrophil (and to a lesser extent monocyte) recruitment to the infarcted heart occurred within 12 hours, peaking at 24 hours (neutrophils) and 72 hours (monocytes) during the 3-day observation period (Figure 3, A and B). The number of neutrophils (and monocytes) in the blood exhibited a similar pattern, with neutrophils peaking at 12 hours (Figure 3, C and D). This initial surge in blood neutrophils might result from mass exodus of neutrophils from the hematopoietic stem and progenitor cells in the bone marrow (Figure 3, E and F). Consistent with this notion, there was an initial significant decrease in the overall number of neutrophils (and monocytes) in the bone marrow followed by an increase in numbers (Figure 3, E and F), supporting the majority of the initial neutrophil mobilization as being from the bone marrow followed by new production of neutrophils, consistent with previous reports (16). Furthermore, in *Gsdmd*^−/−^ mice, the observed increase compared with WT was significantly reduced in the heart, blood, and bone marrow 24 hours after AMI (Figure 3, G–J), supporting an important role for GSDMD in neutrophil generation and mobilization in AMI. Intriguingly, there was no difference in the number of neutrophils in the heart, blood, and bone marrow between WT and *Gsdmd*^−/−^ mice 72 hours after AMI (Figure 4, A and B). In contrast, *Gsdmd*^−/−^ mice exhibited a marked reduction in the number of monocytes both in the heart and blood 72 hours after AMI compared with WT mice (Figure 4, A and B). These results suggest that the inhibition of GSDMD could apply a brake on neutrophil mobilization at the initial stages of the inflammatory response to an AMI.

To validate these findings, we further sectioned the infarcted heart followed by immunofluorescence staining with anti-myeloperoxidase (anti-MPO) or -CD68 antibodies to specifically label and visualize the local neutrophils (MPO^+^) and monocytes/macrophages (CD68^+^). At 24 hours after AMI, in the WT mice a large number of MPO^+^ neutrophils were recruited to the infarcted heart, while the number of neutrophils in the infarcted heart of *Gsdmd*^−/−^ mice was markedly reduced (Figure 4, C and D). Notably, there was no difference in the number of the TUNEL-positive apoptotic cells in the infarcted heart between *Gsdmd*^−/−^ mice and controls (Figure 4, C and E), suggesting that GSDMD deletion did not affect cardiac apoptosis after AMI, consistent with its key specific role in pyroptosis. By 72 hours after AMI, a large number of monocytes/macrophages were also recruited into both the infarct zone and border zone of the heart in WT mice (Figure 4, F–H). Again, the *Gsdmd*^−/−^ mice showed a significant decrease in monocyte/macrophage infiltration, particularly in the infarct border zone (Figure 4, G and H), suggesting the critical role of GSDMD in mediating function of monocytes/macrophages in the later acute phase of an AMI. Together, the data support the idea that GSDMD is involved in the recruitment of neutrophils (and monocytes) to the infarcted heart, contributing to the inflammatory response.

In addition, similar patterns of neutrophil and monocyte counts were observed in response to myocardial I/R (Figure 5, A–F). Notably, *Gsdmd* deletion did not affect baseline leukocyte proportion (Supplemental Figure 3). Collectively, observations of a significant reduction in the mobilized neutrophils in the heart 24 hours after AMI (Figure 3, G–J) and I/R (Figure 5, G and H) in *Gsdmd*^−/−^ mice suggest a distinct role of GSDMD in regulating neutrophils in response to AMI.

### GSDMD deficiency reduces cell death and IL-1β.

As noted above, there was no difference in TUNEL-positive apoptotic cell death between the WT and *Gsdmd*^–/–^ mice. AMI-induced activation of the NLRP3 inflammasome triggers further myocardial damage indirectly through the release of IL-1β and directly through promotion of inflammatory cell death via pyroptosis (8). Given GSDMD’s role in releasing IL-1β from neutrophils independently of pore formation (18), we next sought to explore possible mechanisms for reduced recruitment of neutrophils to the infarcted heart caused by GSDMD deficiency. To determine secretion of IL-1β from leukocytes in the infarcted heart, CD11b^+^ leukocytes or Ly6G^+^ neutrophils were isolated from sham and ischemic mouse hearts (*Gsdmd*^−/−^ mice and littermate controls), as described previously (21). The isolated CD11b^+^ leukocytes or Ly6G^+^ neutrophils were cultured for 24 hours, followed by assays to measure lactate dehydrogenase (LDH), IL-1β, IL-18, and monocyte chemoattractant protein 1 (MCP-1) levels (Figure 6A and Supplemental Figure 4, A and B). We observed significant reduction in both LDH and IL-1β levels in isolated CD11b^+^ leukocytes from *Gsdmd*^−/−^ mice compared with those from littermate controls 24 hours after AMI, with no significant difference 72 hours after AMI (Figure 6, B and C). In contrast, there was no significant difference in both IL-1β and LDH levels in isolated neutrophils from *Gsdmd*^−/−^ mice and WT mice 24 hours after AMI, but a significant increase in IL-1β level in *Gsdmd*^−/−^ mice 72 hours after AMI (Figure 6, D and E, and Supplemental Figure 4, C and D). Consistently, serum LDH level was markedly elevated 24 hours after AMI in WT mice, while it was significantly reduced in *Gsdmd*^−/−^ mice (Supplemental Figure 4E). However, serum IL-1β was detected at equal levels in WT mice and *Gsdmd*^−/−^ mice 72 hours after AMI (Supplemental Figure 4F). These results suggest that it is neutrophil-released IL-1β that dominates the serum IL-1β level 72 hours after AMI.

To explore how GSDMD modulates neutrophil death and IL-1β release independently of plasma membrane GSDMD pores and pyroptosis, we further analyzed the isolated heart and leukocyte samples from *Gsdmd*^−/−^ mice compared to those from littermate controls 24 and 72 hours after AMI. Although there was no significant difference in NLRP3 activation and cleavage of caspase-1 and pro-IL-1β in hearts 24 hours after AMI between WT and *Gsdmd*^−/−^ mice (Figure 6, F and G), cleaved LC3 (autophagy marker) in CD11b^+^ leukocytes or Ly6G^+^ neutrophils samples from the *Gsdmd*^−/−^ mice 72 hours after AMI was significantly increased compared with that in the WT mice (Figure 6, H and I, and Supplemental Figure 4, G–I). These results indicated that the autophagic flux in neutrophils may be enhanced by GSDMD deficiency, contributing to the release of IL-1β from neutrophils. Taken together, these data suggest that AMI-mediated activation of GSDMD results in the release of IL-1β, possibly leading to cardiac inflammation by recruitment of neutrophils to the infarcted heart.

### GSDMD-dependent bone marrow–derived myeloid cells contribute to acute inflammatory response.

Given that release of IL-1β induced by myocardial injury can be from leukocytes and non-leukocytes (e.g., fibroblasts) (10), we hypothesized that AMI-induced neutrophil infiltration requires GSDMD activation in cardiac neutrophils. To test this hypothesis, we transplanted bone marrow from WT or *Gsdmd*^−/−^ mice into WT mice, or bone marrow from WT into *Gsdmd*^−/−^ mice, and then subjected the transplanted animals to AMI (Figure 7A and Supplemental Figure 5A). This serves as a bone marrow–specific knockout of *Gsdmd*. Consistent with our proposed sequelae of events, AMI-induced poor survival and adverse cardiac remodeling were improved by *Gsdmd−/−* bone marrow transplantation (Figure 7, B–D). There was no difference in cardiac function 1 week after MI among those that survived (Supplemental Figure 5, B–F). Given that transplantation of WT bone marrow into *Gsdmd*^−/−^ mice did not fully restore the WT phenotype (Figure 7B), a number of explanations are possible, including that GSDMD in some nonradiosensitive cells may also contribute.

To further characterize the role of neutrophils in contributing to myocardial injury in vivo, we next depleted neutrophils or neutrophils/monocytes by intraperitoneal injection of anti-Ly6G and anti-Ly6G/Ly6C antibodies, respectively (Figure 7E). Injection of anti-Ly6G antibody effectively depleted the circulating neutrophils and did not affect the number of monocytes (Figure 7F and Supplemental Figure 6). Furthermore, anti-Ly6G/Ly6C injection led to an effective clearance of circulating neutrophils and monocytes (Figure 7F). Both groups of mice, i.e., those with neutrophil depletion and those with neutrophil/monocyte clearance, exhibited a significantly reduced infarct size compared with control mice (Figure 7, G and H). Importantly, there was no significant difference in infarct size between anti-Ly6G–injected mice and anti-Ly6G/Ly6C–injected mice 72 hours after AMI (Figure 7H), which emphasized the critical role of neutrophils in promoting myocardial injury. However, depletion of neutrophils with anti-Ly6G for 1 week mildly increased infarct size after AMI (Figure 7, I and J). This key result has important therapeutic implications, suggesting neutrophil depletion should be short term (first 3 days), as longer-term depletion (1 week) can be detrimental. These data suggest that bone marrow–derived neutrophils contribute to acute inflammatory responses to AMI and their conferred cardioprotection depends on GSDMD activity.

### Pharmacological inhibition of GSDMD reduces infarct size after AMI.

The bone marrow transplant data suggest that GSDMD inhibition reduces infarct size and preserves cardiac function through leukocyte suppression. Given that pyroptotic cell death can be pharmacologically inhibited by necrosulfonamide (NSA) (22), the role of NSA as a therapy in the initial inflammatory response was then tested in vivo in the above mouse model of permanent ligation of the LAD (Figure 8A and Supplemental Figure 7A). We optimized the dosage of NSA for in vivo stability, according to previous reports (22), and found that NSA administration at a dose of 20 mg/kg either 30 minutes before LAD ligation (Figure 8) or within 30 minutes (DMSO: 11.3 ± 1.9 minutes; NSA 11.2 ± 2.2 minutes) after LAD ligation (Supplemental Figure 7) did not demonstrate any adverse short-term survival effect (toxicity or arrhythmia) 1 week after AMI (Figure 8B and Supplemental Figure 7B). However, there was significant improvement in systolic function (Figure 8, C and D, and Supplemental Figure 7, C and D). Masson’s trichrome staining analysis of the scar showed that NSA treatment significantly reduced the fibrotic scar size (Figure 8E and Supplemental Figure 7, E and F) and increased LV wall thickness (Figure 8F). Based on our findings from the murine AMI models, GSDMD inhibition (within hours of AMI) may be a novel therapy to reduce scar formation and prevent heart failure after AMI. Inhibition of excess early (1–3 days) leukocyte mobilization and myocardial leukocyte infiltration may also be a potential strategy for therapy of AMI.

### Human studies confirm the importance of AMI-associated neutrophilia.

To highlight the impact of post-AMI neutrophilia in human subjects, we recruited 234 patients who had an AMI with only a single LAD branch blockage (analogous to our mouse LAD ligation model; Supplemental Table 1) and correlated their neutrophil percentage to ejection fraction 5 days after percutaneous coronary intervention (PCI). There was a clear statistical negative correlation (*R* = –0.41, *P* < 0.0001; Figure 8G), with increased neutrophil percentage (greater than 60% indicates neutrophilia) being associated with a reduced ejection fraction. In contrast, there was no significant correlation between monocytes (both admission and within 24 hours after PCI) and ejection fraction within 5 days after PCI. Taken together, our mouse AMI studies in combination with our preliminary human studies highlight the potential benefits of GSDMD inhibition in improving ventricular function and survival after AMI.

## Discussion

Despite significant advances in percutaneous and surgical reperfusion, many patients who have an AMI ultimately develop heart failure with its associated poor prognosis. New mechanism-based therapies are urgently needed. An intense inflammatory response is triggered after myocardial ischemia and necrosis (23). Inflammation, although essential for wound healing, can mediate excessive scar formation and dysfunctional ventricular remodeling (24, 25). Clinically, neutrophilia (a key component of the inflammatory response to AMI) correlates with major adverse cardiovascular events in patients with AMI (16), implying neutrophil reduction may have more favorable outcomes. However, the mechanisms that determine neutrophil generation and recruitment to the infarcted heart remain unclear. Herein, we report that AMI-induced neutrophilia and early neutrophil infiltration into the heart are linked to increased expression and activation of inflammasome-effector GSDMD. Global knockout of *Gsdmd*, bone marrow–specific knockout of *Gsdmd* by bone marrow transplantation, and chemical inhibition of GSDMD reduced infarct size and improved cardiac function after AMI. In addition, GSDMD deficiency attenuated the myocardial injury in a murine I/R model. Loss of GSDMD resulted in decreased early generation and mobilization of neutrophils and monocytes to the infarcted heart. Furthermore, clearance of neutrophils in vivo improved the heart function after AMI. Taken together, our findings support the notion that inhibition of early neutrophil generation and mobilization is cardioprotective for AMI.

Cardiac neutrophils are the first responder in amplifying the acute inflammatory response after AMI. The initial wave of infiltrating neutrophils sets the tone for the ensuing inflammatory response by releasing key factors that activate the NLRP3 inflammasome, and promote the secretion of IL-1β (7). The released IL-1β interacts with IL-1 receptor type 1 on myeloid progenitor cells in the bone marrow and stimulates granulopoiesis in a cell-autonomous manner. Genetic deletion or pharmacological inhibition of the NLRP3 inflammasome/IL-1β signaling axis dampens granulopoiesis and improves cardiac function in mouse models of AMI (8). Although GSDMD promotes IL-1β release from hyperactive macrophages (26) and targeting IL-1β reduces leukocyte production after AMI (7, 11), how the release of IL-1β from distinct subsets of leukocytes and non-leukocytes is regulated in response to AMI is not fully understood. Our study demonstrated that GSDMD was predominantly expressed in leukocytes, but not in other types of cells in the heart tissue (data not shown). Importantly, through bone marrow transplantation, we demonstrated that GSDMD-dependent neutrophil recruitment was required for myocardial injury in the early phase. GSDMD deficiency reduced release of IL-1β from neutrophils and the acute inflammatory response after AMI. For clinical translation, we further tested an inhibitor of pyroptotic cell death, NSA, which has recently been reported to inhibit GSDMD-mediated pore formation in cell membranes and subsequent pyroptosis (22) in a murine AMI model. We demonstrated that pharmacological inhibition of GSDMD also conferred cardioprotection after AMI by reducing scar size and enhancing heart function. Although there is no difference in survival, significantly increased ejection fraction would be clinically associated with improved signs and symptoms of heart failure, improved exercise tolerance, as well as reduced hospitalizations. With an increased cohort of treated mice, as well as longer-term follow-up, we anticipate that the significantly improved ejection fraction will translate to increased survival. These findings highlight the potential therapeutic application for targeting GSDMD early after AMI.

There is a contradictory study showing that neutrophil depletion has no effect on infarct size 24 hours after AMI, and also progressively worsens cardiac function from day 7 to day 14 (27). Since neutrophils are necessary in the repair process, optimizing the dosage and timing of anti-Ly6G injection is essential in addition to other supportive genetic, neutrophil depletion, and bone marrow transplant data. This suggests that the timing of interventional strategies for targeting GSDMD as well as the degree of neutrophil inhibition are critical in preventing postinfarction heart failure. Previous in vitro studies demonstrated that in the absence of the pyroptosis-mediating substrate GSDMD, caspase-1 activates caspase-3 and induces apoptosis (28), indicating a possible bidirectional crosstalk between apoptosis and pyroptosis in monocytes and macrophages (29). However, in the present study, in vivo analysis with Western blotting and TUNEL staining revealed that loss of GSDMD did not significantly change the overall level of apoptosis in the infarcted heart (Figures 4C and 6F). One recent in vitro study using ATG7-deficient cells demonstrated that neutrophils secrete IL-1β through N-terminal GSDMD trafficking to neutrophil organelles, an autophagy-dependent mechanism (18), consistent with our findings that GSDMD regulates IL-1β release independently of plasma membrane pores and pyroptosis in neutrophils. In contrast, we have now demonstrated that GSDMD deficiency triggered autophagic flux in neutrophils using ex vivo assays (Figure 6, H and I, and Supplemental Figure 4). This will require further detailed exploration.

There are several limitations to this study, including choice of the infarct model. To establish the infarct model, we applied permanent ligation of a normal coronary artery, which differs substantially from the process of atherothrombosis in humans. To overcome this limitation, further clinical proof-of-concept studies that target GSDMD and neutrophil generation for management of AMI heart failure are needed.

In summary, we found that genetic knockout or pharmacological inhibition of GSDMD significantly improved heart function after AMI. Furthermore, bone marrow transplantation from *Gsdmd*-knockout mice led to a similar improvement. We provide mechanistic insights into molecular regulation of inflammatory responses during an AMI; that is, bone marrow–derived and GSDMD-dependent neutrophil generation and mobilization contribute to the detrimental immunopathology after AMI. We anticipate that our studies may be broadly applicable to cardioprotective therapy, specifically targeting GSDMD and neutrophil production for improved ventricular remodeling and reduced heart failure after AMI.

## Methods

### Human studies

#### Study design.

The STEMI (ST-segment elevation myocardial infarction) follow-up registry was a prospective, longitudinal, multicenter registry study of patients hospitalized with first-time STEMI in east China (ChiCTR-IDR-16007765). All data on patient demographics, signs and symptoms, medication, clinical characteristics, and discharge information were collected from a clinically based registry.

#### Study population.

A total of 8 sites were included in our registry, with 3 academic hospitals in each geographic city and 5 tier 2 district-centered hospitals. In short, our registry covered both tier 3 and tier 2 hospitals with long-term follow-up data. From June 2016 to June 2018, first-time STEMI patients 18 years of age or older who survived at discharge were included. The only exclusion criterion was missing echo data within hospitalization. STEMI was defined as a chest pain lasting 30 minutes or longer together with an ST-segment elevation in 2 or more contiguous leads on a standard 12-lead electrocardiogram (≥2 mm in precordial leads and ≥1mm in the limb leads).

### Mice

Details for reagents and antibodies described in the Methods can be found in Supplemental Table 2.

Adult C57BL/6N mice were purchased from Shanghai SLAC Laboratory. C57BL/6N *Gsdmd*^−/−^ mice were purchased from GemPharmatech. All animals were housed in a pathogen-free environment in the Tongji University animal facilities. Knockout of the *Gsdmd* gene was validated by genotyping and immunoblotting. All animal surgeries were performed in 10- to 14-week-old male mice. 

To deplete neutrophils in mice, isotype IgG (Cell Signaling Technology), anti-Ly6G antibody (BioLegend), or anti-Ly6G/Ly6C antibody (BioLegend) was injected intraperitoneally at a dose of 200 μg per mouse, as described previously (30, 31). The relevant mice were subjected to myocardial infarction surgery 24 hours later. For NSA administration, 20 mg/kg mouse weight of NSA (MedChemExpress) was injected intraperitoneally 30 minutes before AMI surgery; a second injection was administered 8 hours after the surgery. Mice in the corresponding control groups were injected with the same amount of solvent (DMSO) without NSA.

### Myocardial infarction

Mice were intubated and ventilated with 1% to 2% isoflurane. After left thoracotomy, the left coronary artery was ligated with a 6-0 polyester suture 1 mm below the left atrial appendage. Core temperature was monitored and maintained at 37°C, and the ECG was monitored to document ST-segment elevation during coronary occlusion. Surgeries were performed blinded to the genotypes. At corresponding time points, the mice were euthanized and the samples harvested.

### Myocardial ischemia reperfusion and 2,3,5-triphenyltetrazolium chloride staining

Mice were anesthetized by spontaneous inhalation of isoflurane and maintained under general anesthesia with 1% isoflurane. A left coronary artery occlusion was performed; 30 minutes later, the occlusion was reperfused for 24 hours prior to euthanization. The hearts were then harvested, dissected, and stained with Evans blue dye and 2,3,5-triphenyltetrazolium chloride. The images were captured under a Leica microscope and the ischemic area at risk and the area of necrosis were quantified. Quantification of the infarct area was normalized as a percentage of the nonperfused risk area during coronary occlusion.

### Echocardiography

Echocardiography was performed before the AMI and 7 days after AMI using a Vevo 2100 system (VisualSonics). Mice were kept under light anesthesia, and ultrasound gel was placed in the shaved chest and the probe was adjusted to a stable position. Midventricular M-mode echocardiograms were acquired at the level of the papillary muscles. Heart rate, intraventricular septum and posterior wall thickness, and end-diastolic and end-systolic internal dimensions of the left ventricle were obtained from the M-mode image.

### Protein analysis by immunoblotting or ELISA

For heart tissue samples, hearts were harvested from mice, rinsed with cold PBS, and divided into left and right ventricles. The tissues were immediately frozen in liquid nitrogen and then transferred to –80°C before homogenization. Total protein from tissues or cells was extracted in RIPA buffer (Cell Signaling Technology) supplemented with protease and phosphatase inhibitor cocktail (Roche). Total protein concentration was determined by BCA assay (Pierce). Protein was denatured by mixing with LDS sample buffer (GenScript) and β-ME (Amresco) and heating. Equal amounts of protein were loaded in SurePAGE gels (GenScript) and subjected to gel electrophoresis, followed by blotting onto PVDF membranes (Millipore). Western blotting analysis was performed using antibodies against GSDMD (Abcam), NLRP3 (Cell Signaling Technology), caspase-1 (Adipogen), IL-1β (R&D Systems), HSP90 (Cell Signaling Technology), and β-tubulin (Cell Signaling Technology), followed by HRP-conjugated secondary antibodies (Invitrogen). The blot was visualized with SuperSignal West Femto substrate (Pierce) on a ChemiDoc Imaging System (Bio-Rad) and analyzed in ImageJ (NIH). To test secretion levels of IL-1β and MCP-1 from leukocytes in the infarcted heart, hearts were harvested, rinsed in cold PBS, minced into small pieces, and single-cell suspensions were prepared and myeloid-originated cells were isolated using an anti-CD11b antibody and a cell isolation kit with LS Column (Miltenyi Biotec) according to the manufacturer’s instructions. The isolated myeloid-originated cells were then counted and cell numbers were adjusted to a same level, the cells were cultured for 24 hours, and the supernatants were harvested, purified by centrifugation, and further tested in ELISAs. The cell supernatant was tested for IL-1β levels using a Mouse IL-1 beta/IL-1F2 Quantikine ELISA Kit (R&D Systems) and LDH levels with a CytoTox 96 Non-Radioactive Cytotoxicity Assay (Promega) according to the manufacturers’ instructions. To test IL-1β or LDH levels in the serum, blood was drawn from the apex of the heart, rested in a microcentrifuge tube for 30 minutes, and centrifuged at 1,500*g* for 15 minutes; the serum supernatant was aliquoted and stored at –80°C until experiments.

### Bone marrow transplantation

The recipient mice were given acidic water (pH 2.6) supplemented with neomycin and polymyxin B (both from BBI Life Sciences Corp) 1 week prior to irradiation. The irradiation was administered using a small-animal X-ray irradiator (Rad Source) at a dose of 8 Gy. The donor bone marrow cells were isolated from the femurs of donor mice and injected into the recipient mice (5 × 10^6^ cells per mouse) by tail vein injection within 4 hours after the irradiation. The recipient mice were housed for 4 more weeks prior to myocardial infarction surgery. Spleen tissues were harvested and immunoblotting was performed to confirm that the bone marrow cells had been replaced.

### Immunofluorescence, TUNEL, and Masson’s trichrome staining

The hearts were harvested from euthanized mice, perfused from the apex with cold PBS to remove contaminating blood, embedded in OCT (Sakura), and then flash frozen. Frozen sections (5 μm) from mouse hearts were prepared for immunofluorescence staining. The sections were fixed with 4% paraformaldehyde for 30 minutes and washed in PBS, and antigen retrieval was performed by boiling the sections in sodium citrate. The sections were then permeabilized in 1% Triton X-100 (Sigma-Aldrich) for 10 minutes and blocked in 1% BSA for 30 minutes. Primary antibodies were diluted in 1% BSA and the sections were incubated with diluted antibodies at 4°C overnight. The sections were then washed in PBS, incubated with diluted secondary antibodies, and washed in PBS again. Subsequently, the sections were stained with DAPI (Invitrogen) and mounted with Prolong Gold Antifade Mountant (Invitrogen). The slides were scanned using a Nikon confocal microscope and quantification was performed in ImageJ. The immunofluorescence staining was performed using antibodies against CD68 (Abcam), MPO (R&D Systems), and α-actinin (Abcam). For TUNEL staining, 5-μm frozen sections were stained using an In Situ Cell Death Detection Kit (Roche) according to the manufacturer’s instructions. For Masson’s trichrome staining, 10-μm frozen sections from mouse hearts were prepared and the sections were stained using a Masson’s Trichrome Kit (Nanjing Jiancheng Bioengineering Institute) according to the manufacturer’s instructions. The images were captured using a Leica microscope and the images of 7 sections were used for the quantification of fibrotic area and ventricular wall thickness.

### Flow cytometry

Leukocytes from blood, bone marrow, and heart were analyzed by flow cytometry. Blood was drawn directly from the apex into centrifuge tubes containing 3.8% sodium citrate and the red blood cells were lysed with RBC lysis buffer (BioLegend). The cells were centrifuged at 400*g* and 4°C for 3 minutes and the cell pellets were resuspended in diluted antibodies. To isolate leukocytes from bone marrow, femurs from mice were isolated, cleaned, and the ends were cut open using scissors. The bone marrow was flushed with cold PBS using a 23-gauge needle, filtered through a 100-μm strainer, and centrifuged at 400*g* and 4°C for 3 minutes. The supernatant was discarded, the red blood cells were removed using RBC lysis buffer, and the cells were washed before resuspension in diluted antibodies. To analyze leukocytes in the heart, single-cell suspensions were initially prepared. Hearts were harvested, rinsed with cold PBS, and minced into pieces. The tissues were incubated in a cocktail of collagenase I (450 U/mL), collagenase XI (125 U/mL), hyaluronidase type I-s (60 U/mL), and DNase (60 U/mL) (all from Sigma-Aldrich) at 37°C for 1 hour with gentle agitation. After digestion, the single-cell suspensions were then filtered through a 100-μm strainer into a 50 mL tube, rinsed with FACS buffer, and centrifuged at 400*g* for 3 minutes. The cell pellets were resuspended in diluted antibodies and incubated at room temperature for 30 minutes in the dark. Antibodies against the following proteins were used: CD45-BV605, CD11b–Alexa Fluor 647, Ly6G-FITC, and Ly6C–Perp-Cy5.5 (all from BioLegend). Data were acquired on an LSRFortessa flow cytometer (BD Biosciences) and analyzed in FlowJo (version 10.6.2). The myeloid leukocytes were identified as CD45^+^CD11b^+^ and further classified as Ly6G^+^ neutrophils or Ly6C^+^ monocytes.

### Myeloid-derived cell and neutrophil isolation and culture

In order to explore the function of myeloid-derived cells and neutrophils, we isolated neutrophils in the heart by using the CD11b MicroBeads UltraPure or the Neutrophil Separation kit (Miltenyi Biotec) according to the manufacturer’s instructions, as described previously (32). Myeloid-derived cells and neutrophils were isolated from the heart of mice at different time points after myocardial infarction, followed by immunoblotting or ELISA. The viability of the neutrophils cultured for 24 and 72 hours was determined with an annexin V/PI staining kit (Thermo Fisher Scientific), followed by flow cytometry as described previously (33, 34).

### RNA-Seq data processing

Total RNAs derived from whole hearts 1 and 7 days after AMI and sham were applied for whole-transcriptome sequencing. Briefly, a cDNA library was prepared using random hexamer primers and PCR amplification. PCR products were purified (AMPure XP system) and library quality was assessed on the Agilent Bioanalyzer 2100 system. After cluster generation via using TruSeq PE Cluster Kit v3-cBot-HS (Illumina), the library preparations were sequenced on an Illumina Hiseq platform and 150-bp paired-end reads were generated.

The quality of the reads was evaluated with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were then trimmed with Cutadapt (https://github.com/marcelm/cutadapt/) to remove low quality bases and remove adapters. Alignment of the resulting high-quality reads to the mouse reference Ensembl version GRCm38.92 (https://asia.ensembl.org/) was performed via the splice-aware aligner STAR v2.4.0j (https://github.com/alexdobin/STAR). Afterwards, using RNA-Seq by expectation maximization (RSEM; https://github.com/deweylab/RSEM), the abundance of each gene was quantified as transcripts per million (TPM). All original data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE181872).

### Principal component analysis

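The principal components of the 12 hearts were computed on the log2 TPM values used for the clustering. The first principal component held 63.2% of the variance and the second 17.0%. On the first component, sham hearts scored from −49.0 to −37.9, day 1 AMI hearts from −6.05 to 8.59, and day 7 AMI hearts from 32.6 to 54.3. On the second component, day 1 AMI hearts scored from 20.9 to 35.7, sham hearts from −17.5 to −4.34, and day 7 AMI hearts from −18.3 to −8.49.

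**Figure D3:**
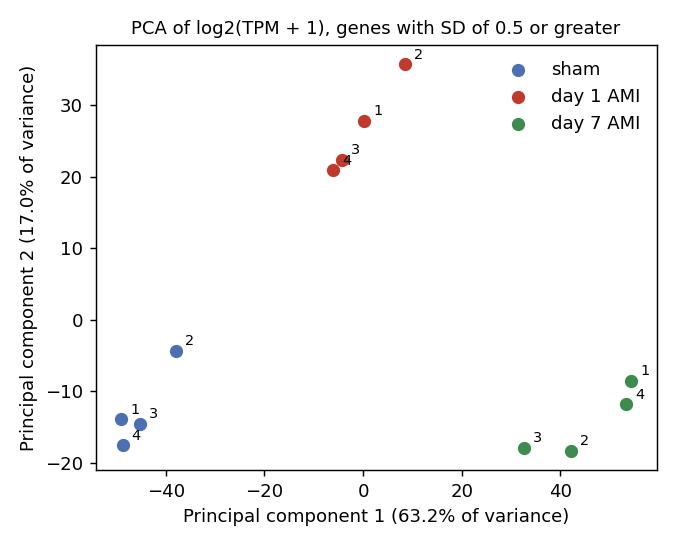
Scores of the 12 hearts on the first and second principal components, with a point per heart coloured by group. The groups follow one another along the first component, and day 1 AMI lies above both others on the second.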

We calculated the standard deviation (SD) of each gene across samples and selected those with an SD of 0.5 or greater to generate first and second principal components with the unsupervised learning technique, Principal Component Analysis (PCA).

### Analysis of DEGs

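Day 7 AMI and sham hearts differed in 3246 genes, 2346 higher and 900 lower in day 7 AMI. This balance depended on the scaling, with 2666 higher and 113 lower by limma on the log2(TPM + 1) scale. Of the genes tested, whether called or not, the hearts of both groups did not overlap in normalized counts for 8110, where chance alone gives 2.86% of the genes. For day 1 AMI against sham the groups did not overlap for 5616 genes, and for day 7 AMI against day 1 AMI for 6808. With DESeq2 fitted to the 12 hearts, 1296 genes were higher and 534 lower in day 1 AMI than in sham, and 1437 higher and 476 lower in day 7 AMI than in day 1 AMI. With DESeq2 fitted to only the groups compared, the numbers were 1216 and 502 for the first comparison and 1477 and 490 for the second. Their intersection then held 204 genes highest and 64 genes lowest in day 1 AMI, 175 that rose at both steps, and 14 that fell at both.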

The DEGs, defined by fold change (FC) of 2 or greater and a false discovery rate (FDR) of less than 0.05, were called using DESeq2 (https://github.com/mikelove/DESeq2) and were used to generate a hierarchical clustering with the “pheatmap” package in R (v4.0.4, https://www.r-project.org/). The intersections of DEGs created from different comparisons were calculated via the “VennDiagram” package. DEGs that had coherent expression patterns across sham, AMI (day 1), and AMI (day 7) were further clustered together. The genes in different patterns were respectively mapped onto the GO, and the adjusted *P* value indicating whether a function was enriched by DEGs was calculated using the hypergeometric distribution.

### Statistics

All data are presented as mean ± SD. Comparison of 2 groups was performed by an unpaired, 2-tailed Student’s *t* test. When more than 2 groups were compared, statistical significance was determined using 1-way ANOVA followed by Tukey’s multiple comparison test or Bonferroni’s multiple comparison test. A *P* value of less than 0.05 was considered to indicate significance. Statistical significance of Kaplan-Meier survival curves was determined by the Mantel-Cox test. Relationships between variables were determined by Pearson’s correlation coefficient. Statistical analyses were performed with Prism (GraphPad Software, version 8.3.0).

### Study approval

For animal studies, all animal experiments were approved by the Tongji University Animal Research Committee (TJLAL-019-128). Human studies followed the principles of the Declaration of Helsinki and were approved centrally by the Ethics Committee at Shanghai Chest Hospital, Shanghai Jiao Tong University (approved number 2015-111), and by the local health research ethics board at each participating hospital. Written informed consent was obtained from each patient to allow for follow-up data.

## Author contributions

Y Xiang designed the study. KJ, ZT, KC, FC, SX, TS, and DW performed the animal experiments and the in vitro experiments. Y Xiang, KC, KJ, Y Xu, JQ, LS, and JH analyzed the data. Y Xiang wrote the manuscript. KJ, ZT, and KC are co–first authors based on their distinct contributions; the order of co–first authors was determined based on the overall scientific contribution.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
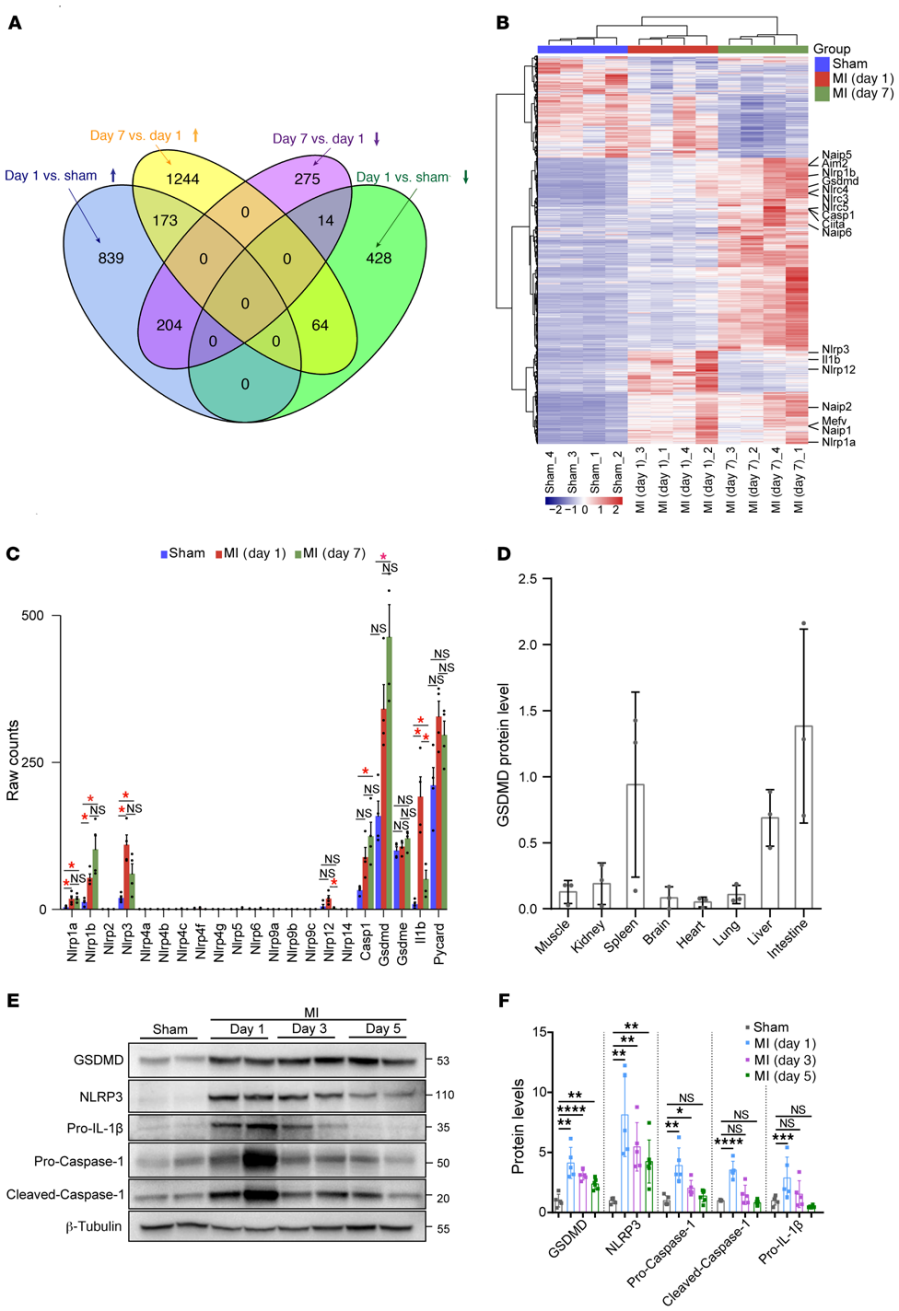
GSDMD is activated in the early phase of AMI. (**A**) Venn diagram revealing the intersection of differentially expressed genes created from the comparisons of day 1 AMI vs. sham and day 7 AMI vs. day 1 AMI. (**B**) Each row in the heatmap represents a specific gene that had significantly different expression levels in comparisons between any two groups, the expression of which was normalized across the column, with high expression shown in red and low in blue. (**C**) Bar plot showing the trends of gene expression across sham, day 1 AMI, and day 7 AMI. *Indicates a statistically significant difference, with fold change (FC) ≥ 2 and false discovery rate (FDR) < 0.05. (**D**) Quantification of GSDMD protein levels by immunoblotting in different tissues of WT (C57BL/6N) mice (*n =* 3). (**E** and **F**) Representative immunoblotting (**E**) and quantification (**F**) of left ventricular tissues from mice subjected to AMI for different time points (1 day, 3 days, 5 days) or sham surgery (*n =* 5–6 per group). β-Tubulin or HSP90 was used as a loading control. Data are presented as mean ± SD and were analyzed by 1-way ANOVA with Tukey’s correction for multiple comparisons (**F**). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. NS, not significant.

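Figure 1C gives raw gene counts, which were not normalized for library size or composition. The mean raw counts of *Pycard* were 211 in sham, 328 in day 1 AMI and 297 in day 7 AMI hearts, a log2 ratio of 0.64 between day 1 AMI and sham, and a smaller difference after TMM normalization. *Nlrp3* had 19.2 ± 7.27 raw counts (SD, n = 4) in sham, 110 ± 33.7 in day 1 AMI, and 60.5 ± 34.0 in day 7 AMI. *Gsdme* had 100, 107 and 121 raw counts on average in the 3 groups, and after normalization a log2 FC of −0.43 in day 1 AMI against sham (adjusted p = 0.107). *Nlrp1a* had a log2 FC of 1.78 in day 1 AMI against sham (standard error 0.512, adjusted p = 0.0128) and of 0.13 from day 1 to day 7. Of the receptor genes in Figure 1C, 12 had too few counts to be tested. Of these, 8 were at 0 in the 12 libraries, and *Nlrp4c*, *Nlrp4f*, *Nlrp5* and *Nlrp6* had at most 3 counts in any library, so no difference was detectable at this depth.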

**Figure 2:**
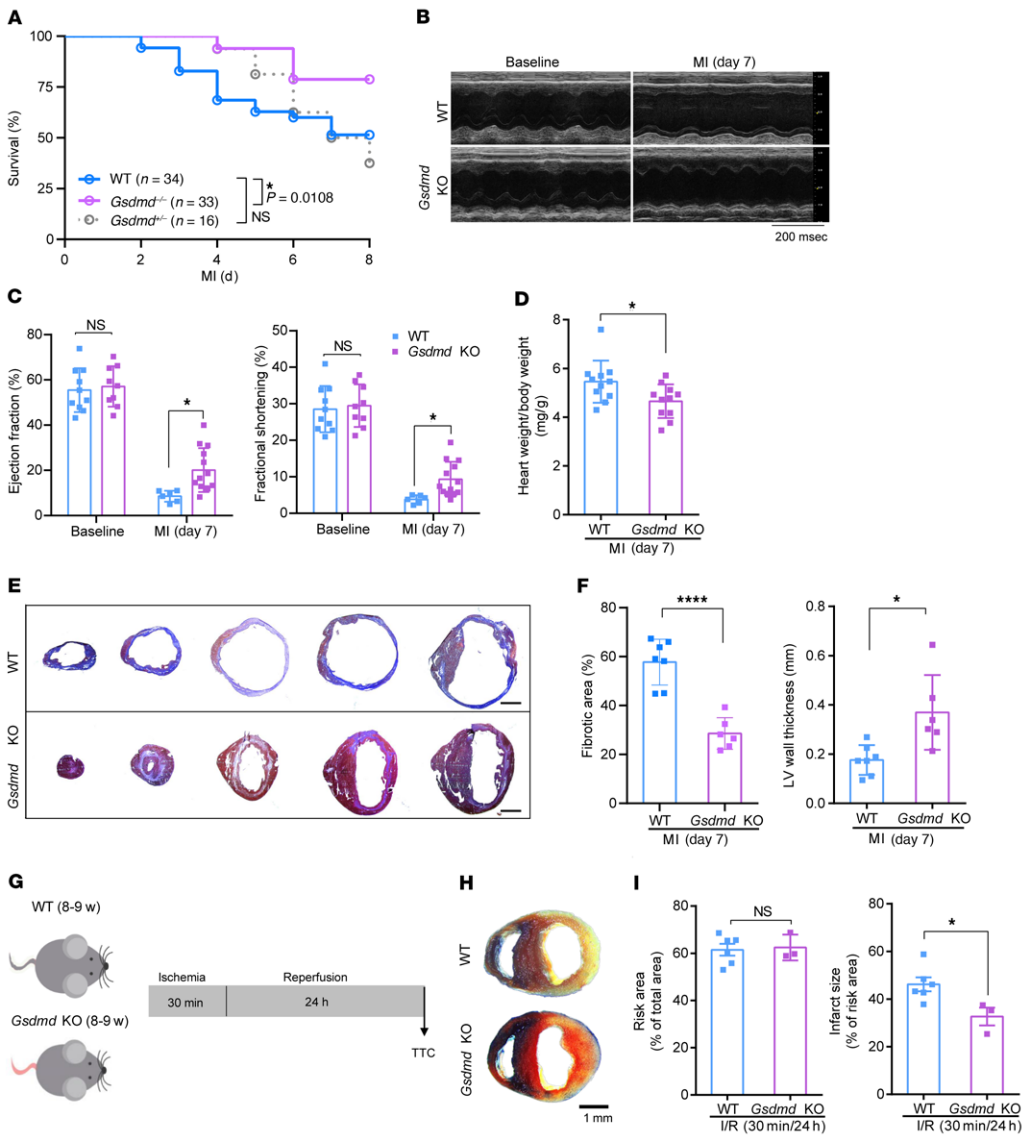
Loss of GSDMD attenuates myocardial injury after AMI. (**A**) Kaplan-Meier survival curves comparing post-AMI survival of WT (C57BL/6N) mice (*n =* 34) to that of *Gsdmd*^−/−^ mice (*n =* 33) or *Gsdmd*^+/−^ mice (*n =* 16). Statistical significance was determined by Mantel-Cox test. (**B** and **C**) Echocardiography images (**B**) and M-mode quantification (**C**) of ejection fraction (left) and fractional shortening (right) for WT or *Gsdmd*^−/−^ mice before or 1 week after AMI (baseline: WT, *n =* 10; *Gsdmd*^−/−^, *n =* 9; 1 week: WT, *n =* 6; *Gsdmd*^−/−^, *n =* 12). (**D**) A comparison of heart weight/body weight ratio between WT mice and *Gsdmd*^−/−^ mice 1 week after AMI (WT, *n =* 11; *Gsdmd*^−/−^, *n =* 11). (**E** and **F**) Masson’s trichrome staining (**E**) and quantification of fibrotic area and left ventricular (LV) wall thickness (**F**) of short-axis heart sections from WT or *Gsdmd*^−/−^ mice 1 week after AMI (WT, *n =* 7; *Gsdmd*^−/−^, *n =* 6). Scale bar: 1 mm. (**G**) Schematic diagram showing the ischemia/reperfusion (I/R) surgery strategy for WT and *Gsdmd*^−/−^ mice. (**H** and **I**) Representative images of Evans blue dye and triphenyltetrazolium chloride (TTC) staining (**H**) and quantification of risk area (left) and infarct size (right) (**I**) for WT or *Gsdmd*^−/−^ mice after I/R surgery (WT, *n =* 6; KO, *n =* 3). Data are presented as mean ± SD. *P < 0.05; ****P < 0.0001, as analyzed by 1-way ANOVA followed by Bonferroni’s multiple comparison test (**C**) or unpaired, 2-tailed Student’s *t* test (**D**, **F**, and **I**). NS, not significant.

**Figure 3:**
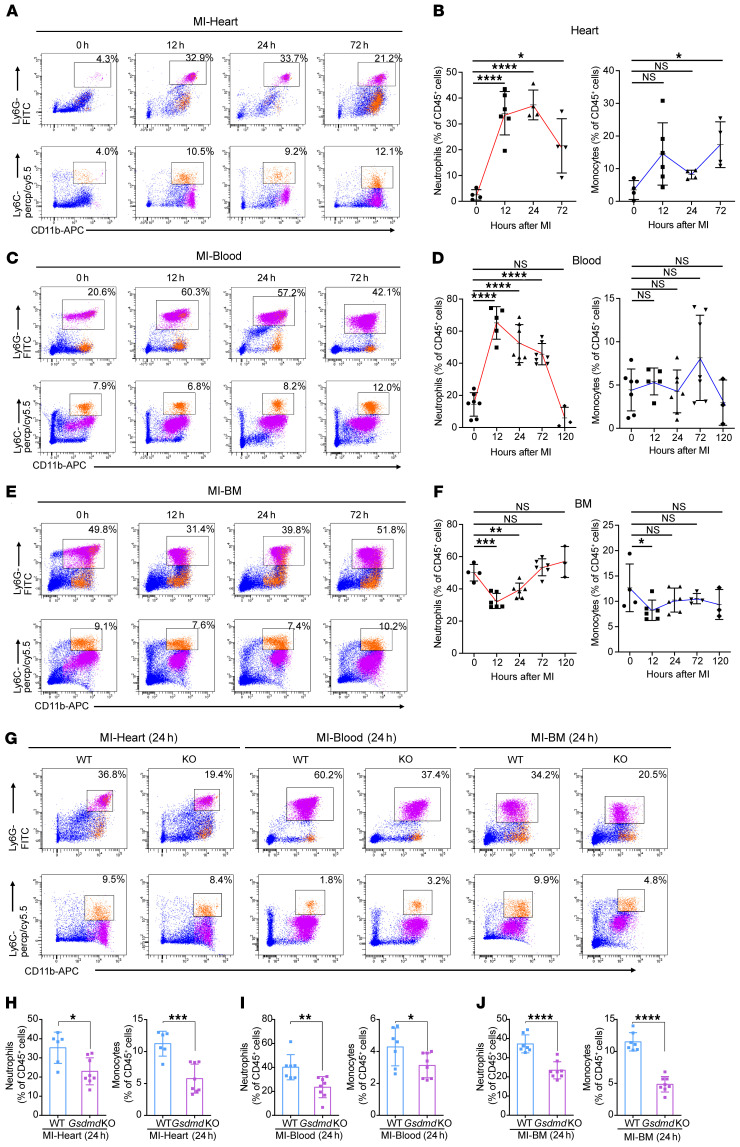
GSDMD is essential for recruitment of neutrophils/monocytes to the AMI heart. (**A**–**F**) Flow cytometric analysis and quantification of Cd11b^+^Ly6G^+^ neutrophils and Cd11b^+^Ly6C^+^ monocytes in heart (**A**), blood (**C**), or bone marrow (BM) (**E**) from WT or *Gsdmd*^−/−^ mice at different time points (12 hours, 24 hours, 72 hours) after AMI or sham surgery (*n =* 4–7), along with their quantification (**B**, **D**, and **F**). (**G**–**J**) Flow cytometric analysis and quantification of Cd11b^+^Ly6G^+^ neutrophils and Cd11b^+^Ly6C^+^ monocytes in heart (**H**), blood (**I**), or BM (**J**) from WT or *Gsdmd*^−/−^ mice 24 hours after AMI (*n =* 7–8). Data are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, as analyzed by 1-way ANOVA followed by Bonferroni’s multiple comparison test (**B**, **D**, and **F**) or unpaired, 2-tailed Student’s *t* test (**H**–**J**). NS, not significant.

**Figure 4:**
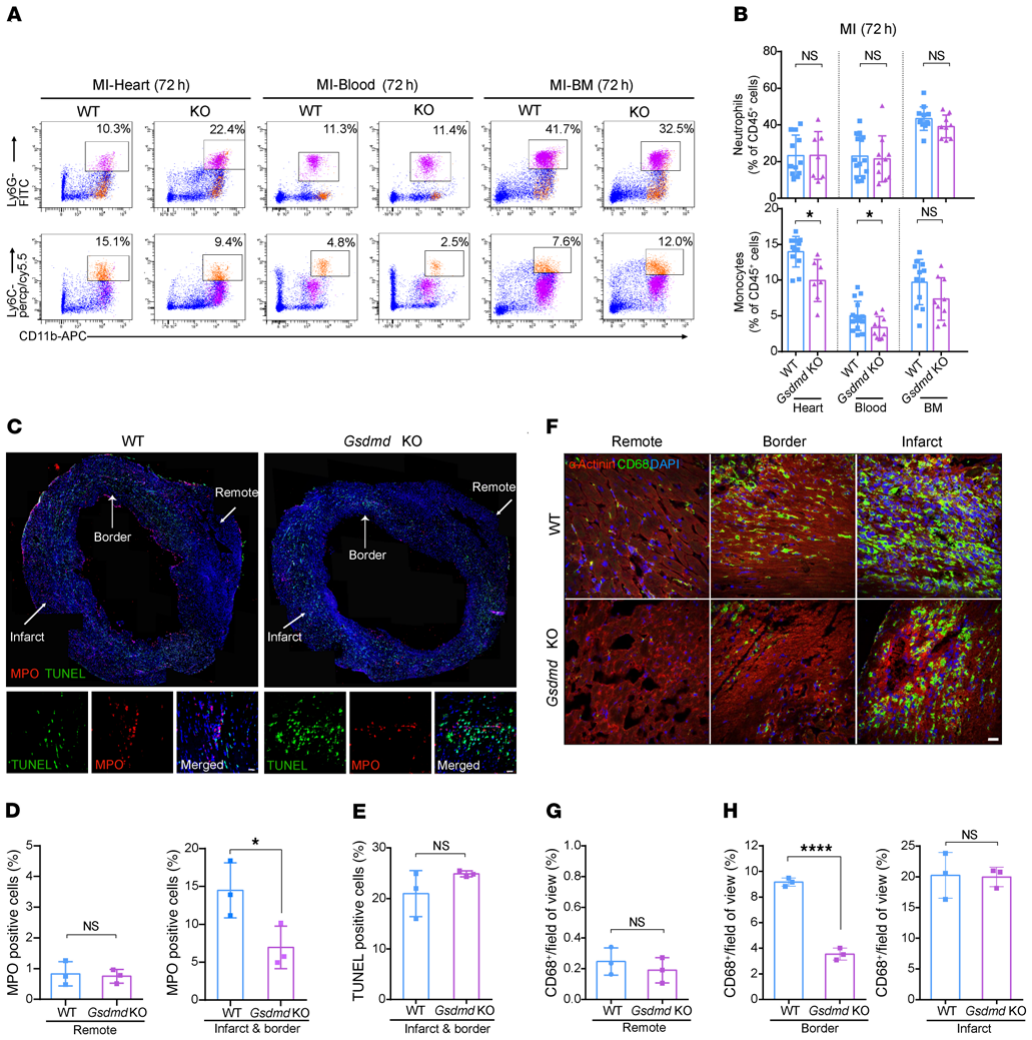
GSDMD is essential for recruitment of neutrophils/monocytes to the infarcted heart. (**A** and **B**) Flow cytometric analysis and quantification of Cd11b^+^Ly6G^+^ neutrophils and Cd11b^+^Ly6C^+^ monocytes in the heart (left), blood (middle), or BM (right) from WT or *Gsdmd*^−/−^ mice 72 hours after AMI (*n =* 7–15). (**C**) Immunofluorescence imaging and magnification for MPO (red), TUNEL (green), and DAPI (blue) on heart sections from WT or *Gsdmd*^−/−^ mice 24 hours after AMI. Scale bar: 20 μm. (**D** and **E**) Quantification of ratios of MPO^+^ or TUNEL^+^ cells of heart sections from WT or *Gsdmd*^−/−^ mice. Each value was averaged from the values of 7 fields of view from the same mouse (*n =* 3 per group). (**F**) Immunofluorescence imaging of heart sections from WT or *Gsdmd*^−/−^ mice 3 days after AMI showing α-actinin (red), CD68 (green), and DAPI (blue). Representative fields of remote zone, border zone, and infarct zone are presented. Scale bar: 20 μm. (**G** and **H**) Quantification of CD68^+^ area proportion in the field of view in remote zone (**G**) and border and infarct zones (**H**) of heart sections from WT or *Gsdmd*^−/−^ mice. Each value was averaged from the values of 5 fields of view from the same mouse (*n =* 3 per group). Data are presented as mean ± SD. *P < 0.05; ****P < 0.0001 by multiple 2-tailed Student’s *t* test (**B**) or unpaired, 2-tailed Student’s *t* test (**D**, **E**, **G**, and **H**). NS, not significant.

**Figure 5:**
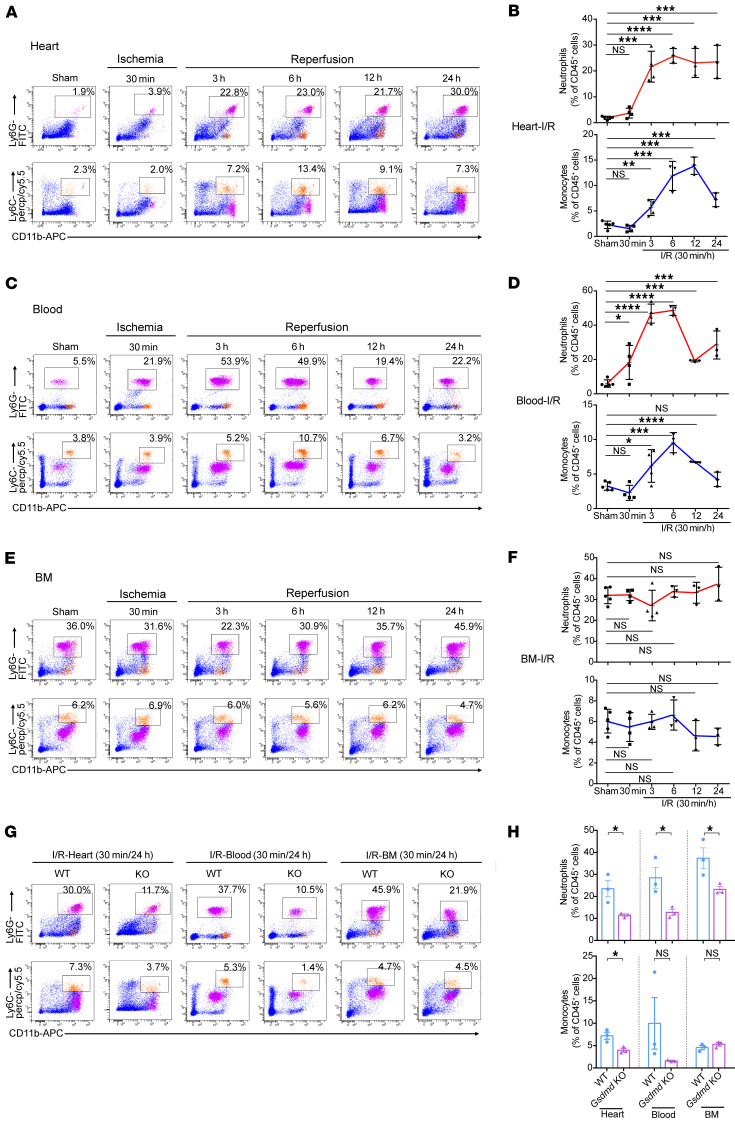
GSDMD is essential for recruitment of neutrophils/monocytes to the I/R heart. (**A**–**F**) Flow cytometric analysis and quantification of Cd11b^+^Ly6G^+^ neutrophils and Cd11b^+^Ly6C^+^ monocytes in heart (**A** and **B**), blood (**C** and **D**), or bone marrow (BM) (**E** and **F**) from WT or *Gsdmd*^−/−^ mice at different reperfusion time points (3 hours, 6 hours, 12 hours, 24 hours) after I/R or sham surgery. Corresponding *n* values are indicated in the plots. The statistical significance of sham versus 3, 6, 12, or 24 hours is indicated (*n =* 3–5). (**G** and **H**) Flow cytometric analysis (**G**) and quantification (**H**) of Cd11b^+^Ly6G^+^ neutrophils and Cd11b^+^Ly6C^+^ monocytes in heart (left), blood (middle), or BM (right) from WT or *Gsdmd*^−/−^ mice 24 hours after I/R (*n* = 3). Data are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001 by 1-way ANOVA followed by Bonferroni’s multiple-comparison test (**B**, **D**, and **F**) or multiple 2-tailed Student’s *t* test (**H**). NS, not significant.

**Figure 6:**
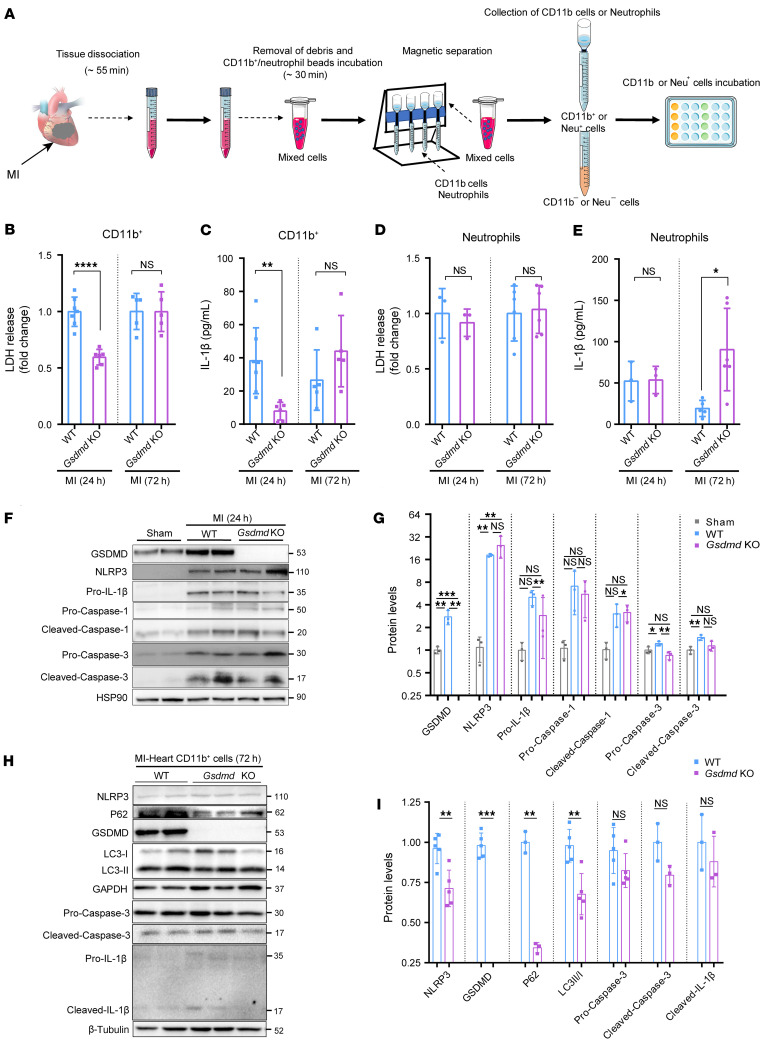
GSDMD deficiency suppresses cell death and IL-1β secretion. (**A**) Schematic diagram showing the strategy of preparing samples for IL-1β and lactate dehydrogenase (LDH) detection in Cd11b^+^ myeloid-derived cells and neutrophils from the heart. Neu^+^, neutrophils; Neu^–^, neutrophil free. (**B**) Secretion levels of LDH from leukocytes from the heart of WT or *Gsdmd*^−/−^ mice 24 hours and 72 hours after AMI. (**C**) Production of IL-1β from Cd11b^+^ cells from the heart of WT or *Gsdmd*^−/−^ mice 24 hours and 72 hours after AMI assessed by ELISA. The corresponding *n* values are indicated in the plot. (**D**) Secretion levels of LDH from neutrophils isolated from the heart of WT or *Gsdmd*^−/−^ mice 24 hours and 72 hours after AMI. (**E**) Production of IL-1β from neutrophils isolated from the heart of WT or *Gsdmd*^−/−^ mice 24 hours and 72 hours after AMI assessed by ELISA. The corresponding *n* values are indicated in the plot. (**F** and **G**) Representative immunoblotting images (**F**) and quantification (**G**) of protein levels in heart left ventricular tissues from WT or *Gsdmd*^−/−^ mice 24 hours after AMI or sham surgery (*n =* 3 per group). (**H** and **I**) Representative immunoblotting images (**H**) and quantification (**I**) of protein levels of heart Cd11b^+^ cells from WT or *Gsdmd*^−/−^ mice 72 hours after AMI or sham surgery (*n =* 3–5). Data are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001, as analyzed by unpaired, 2-tailed Student’s *t* test (**B**–**E** and **I**) or 1-way ANOVA with Tukey’s correction for multiple comparisons (**G**). NS, not significant.

**Figure 7:**
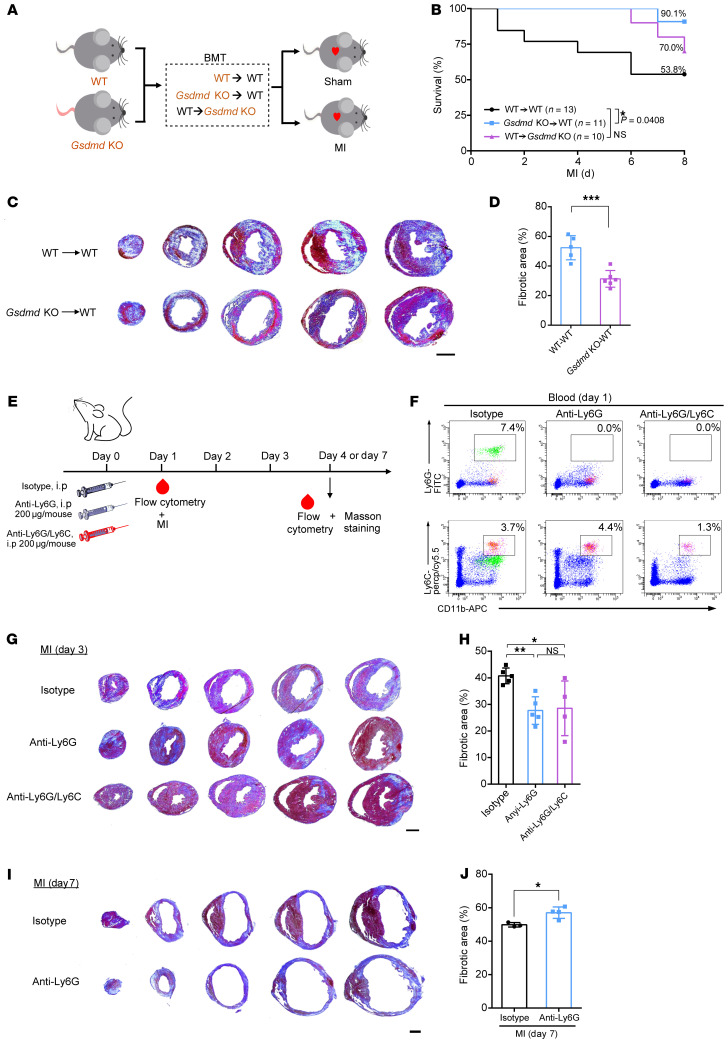
GSDMD-dependent bone marrow–derived myeloid cells contribute to acute inflammatory responses. (**A**) Schematic diagram showing the strategy of the bone marrow transplantation (BMT) experiment. (**B**) Kaplan-Meier survival curves comparing post-AMI survival of WT → WT mice (*n =* 13) to that of *Gsdmd-*KO → WT mice (*n =* 11) or WT → *Gsdmd*-KO mice (*n =* 10). Statistical significance was determined by Mantel-Cox test. (**C** and **D**) Masson’s trichrome staining (**C**) and quantification (**D**) of fibrotic area of short-axis heart sections from WT → WT (*n =* 5) or *Gsdmd-*KO → WT (*n =* 6) mice 3 days after AMI. Scale bar: 1 mm. (**E**) Schematic diagram showing the strategy for neutrophil and monocyte depletion. (**F**) Flow cytometric gating of Ly6G^+^ neutrophils and Ly6C^+^ monocytes validating the successful elimination of neutrophils or monocytes in mice. (**G** and **H**) Masson’s trichrome staining (**G**) and quantification (**H**) of fibrotic area of short-axis heart sections from mice treated with isotype IgG (*n =* 5), anti-Ly6G antibody (*n =* 5), or anti-Ly6G/Ly6C antibody (*n =* 4) 3 days after AMI. Scale bar: 1 mm. (**I** and **J**) Masson’s trichrome staining (**I**) and quantification (**J**) of fibrotic area of short-axis heart sections from mice treated with isotype IgG (*n =* 3) or anti-Ly6G antibody (*n =* 4) 1 week after AMI. Scale bar: 1 mm. Data are presented as mean ± SD. *P < 0.05; **P < 0.01; ***P < 0.001 by unpaired, 2-tailed Student’s *t* test (**D** and **J**) or 1-way ANOVA followed by Tukey’s multiple-comparison test (**H**). NS, not significant.

**Figure 8:**
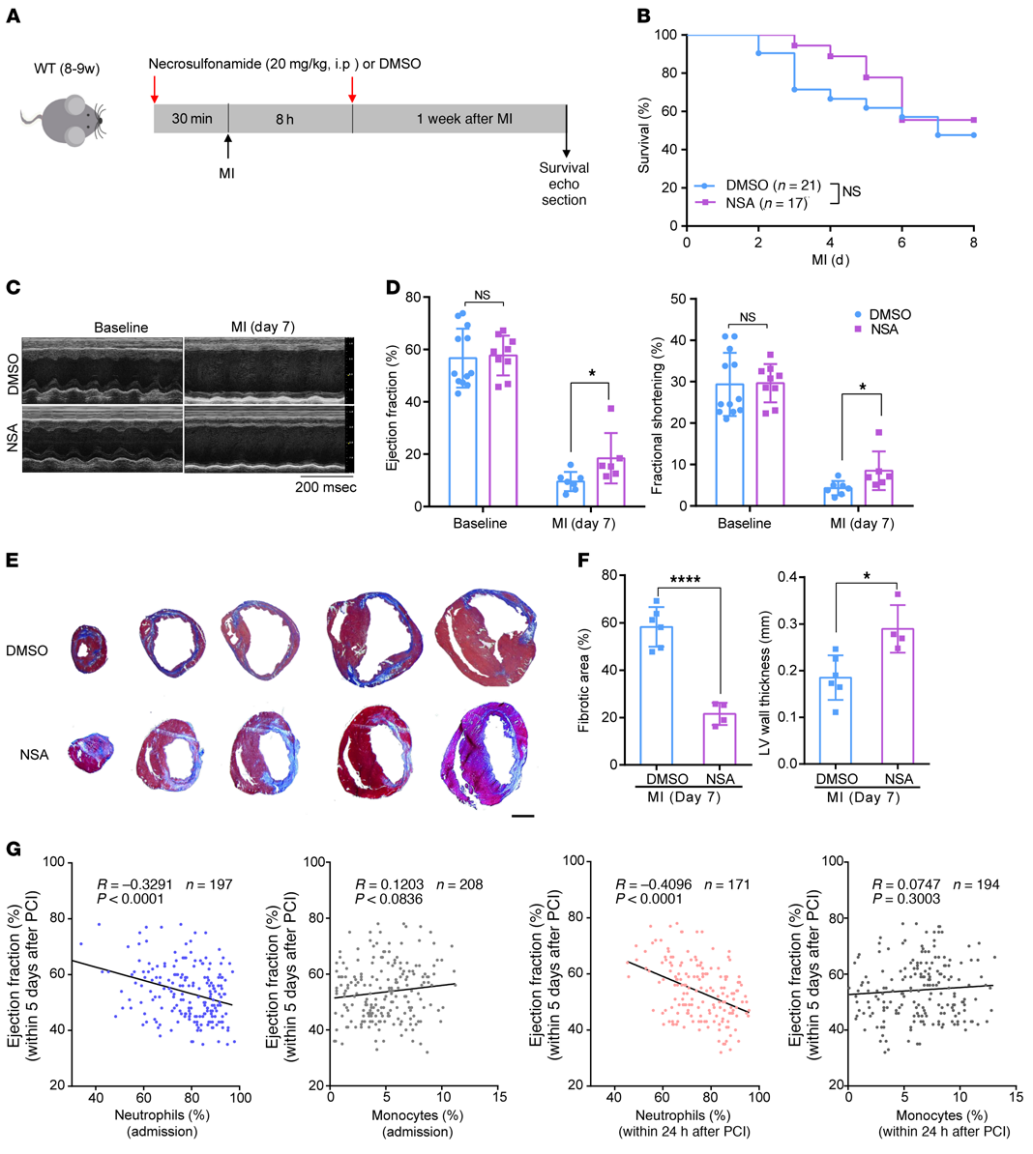
Pharmacological inhibition of GSDMD reduces infarct size after AMI. (**A**) Schematic diagram showing the strategy of NSA administration to the mice. (**B**) Kaplan-Meier survival curves comparing post-AMI survival of control (DMSO administration) mice (*n =* 21) to that of mice administered NSA (*n =* 17). Significance was determined by Mantel-Cox test. (**C** and **D**) Echocardiography images (**C**) and M-mode quantification (**D**) of ejection fraction (left) and fractional shortening (right) for control mice or mice with NSA administration before or 1 week after AMI (baseline: DMSO, *n =* 12; NSA, *n* = 9; 1 week: DMSO, *n =* 7; NSA, *n =* 6). (**E** and **F**) Masson’s trichrome staining (**E**) and quantification of fibrotic area and left ventricular (LV) wall thickness (**F**) of short-axis heart sections from control mice or mice with NSA administration 1 week after AMI (DMSO, *n =* 6; NSA, *n =* 4). Scale bar: 1 mm. (**G**) Analysis of correlation between ejection fraction of AMI patients within 5 days after PCI and the percentage of neutrophils or monocytes in peripheral blood at the point of admission (left 2 graphs) or in the patients within 24 hours after PCI was performed (right 2 graphs) with Pearson’s correlation test. Data are presented as mean ± SD. *P < 0.05; ****P < 0.0001 by 1-way ANOVA with Tukey’s correction for multiple comparisons (**D**) or unpaired, 2-tailed Student’s *t* test (**F**). NS, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

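RNA sequencing of whole hearts from mice after sham surgery, 1 day after AMI and 7 days after AMI was re-analysed, with 4 hearts in each group and 12 libraries in all. Each library was assigned to its group and replicate number by its label. The hearts of one replicate number are different mice. Other experiments of the paper were not analysed here.

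The authors trimmed 150-bp paired-end reads with Cutadapt, aligned them with STAR to the Ensembl GRCm38 mouse reference, and quantified genes with RSEM. The authors deposited raw counts, which are whole numbers of reads for each of 53801 genes without normalization. The authors also deposited TPM from RSEM for the same genes, rounded to 2 decimals. Of the gene identifiers, 53706 are in GENCODE M21, and 52104 carry the same symbol there. Some symbols, 124 in all, stand on more than one identifier, and genes were therefore followed by identifier. Between 15 and 27 genes per library had a count of 0 and a TPM above 0. The paper's text does not name the tool behind the raw counts, the strand counted, or the treatment of reads that align to several genes.

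The depth ran from 23204551 to 32166517 counts per library, with a median of 25338048. A count of 3 was taken as the floor of a library. The floor covers counting error only. For genes with few counts, such as *Nlrp12* in day 7 AMI, counting error is as large as the spread between hearts. The chi-square per degree of freedom between libraries of one group was at least 9.25, so no pair of libraries repeated one another.

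Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter by group, and the quasi-likelihood test on one fit of 3 groups. DEGs had a FC of 2 or greater and a Benjamini-Hochberg FDR below 0.05 over 15306 genes. The standard errors of log2 FCs are those implied by the quasi-likelihood F statistic. Log2 CPM values used a prior count of 2. Single genes and lists of genes were also compared with exact two-sided permutation tests of 4 hearts against 4, whose smallest p is 0.0286. Enrichment of lists among DEGs used a one-sided hypergeometric test with the tested genes as the background. Clustering and principal components used log2(TPM + 1) of genes with an SD of 0.5 or greater, without a minimum TPM. Their alternatives without the SD minimum and on log2(TPM + 0.1) also required at least 1 TPM in at least 4 libraries. The limma fits had the same TPM filter. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

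The alternatives were DESeq2 1.42.0 on the 12 libraries, on only the groups compared, and with shrinkage, limma 3.58.1 on log2 TPM with pseudocounts of 1 and 0.1, edgeR with DESeq2's size factors (RLE), without the filter, on only the groups compared, with a block for the replicate number, and without a FC minimum. Each heart was also left out in turn. For clustering, the alternatives were the pseudocount, the filter on SD, TMM-normalized log2 CPM, average linkage, and the Pearson and Spearman correlations. Scaling of genes to unit variance was applied to the principal components only. Fits with edgeR on library sizes alone and with DESeq2 at its default filtering threshold were added after the data were examined. The effects of these alternatives are given in the closing section.

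The code was tested on simulated data with 200 changed genes. They were changed in day 1 AMI only and had a mean of at least 1 CPM. The raised genes had a median log2 FC of 1.98 in the edgeR fit, well past the threshold. No other gene was changed. The simulation therefore does not cover low counts, changes near a FC of 2, or data with many DEGs. The edgeR and DESeq2 fits each recovered 200 of 200, limma on log2(TPM + 1) recovered 190, and the fits made between 1 and 3 false calls.

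Genes are named by a rule set before the data were examined. The rule covers genes that the paper names or shows in Figure 1B or 1C, genes of the hand-written lists, and for each comparison and intersection the 5 protein-coding genes with the largest change, a mean of at least 1 CPM in the highest group and no overlap between groups. The genes that changed in opposite directions on day 1 and day 7 were chosen after their values were seen. The GO database and the paper's supplemental figures were not used here, so the lists of genes were written by hand. No FC is given where every library of both groups was at or under the floor.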

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

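The tests here were set down before their own results, but the one with erythroid transcripts was chosen only after neutrophil and erythroid values had been seen. The choice of alternatives was made before the data were examined, apart from those named as added later.

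In 150 groups of 4 hearts, 9 held a heart whose gap to the nearest other heart took up nearly the whole range of its group. Chance gives about 7.5 such groups, 1 in 20. The gap as a share of the range is given for each. Mitochondrial transcripts took 12.1% of the counts of day 1 AMI replicate 4, against 15.4% to 15.9% in the other day 1 AMI hearts (0.870). Sham replicate 2 had a mean log2 CPM of −3.12 for the T cell list, against −1.96 to −1.88 (0.938), and 0.616 CPM of *Nlrp12*, against 0.0485 to 0.104 (0.902). Day 7 AMI replicate 4 had the highest complement list, 6.64 against 5.88 to 5.90 (0.968), the highest *Nlrc5*, 42.1 CPM against 13.1 to 14.0 (0.967), and the highest *Naip6*, 6.22 CPM against 3.73 to 4.13 (0.837). *Nlrp1b* was highest in day 1 AMI replicate 2, at 2.18 CPM against 1.55 to 1.64 (0.844). *Nlrc3* was lowest in day 1 AMI replicate 4, at 3.03 CPM against 5.32 to 5.63 (0.880). *Nlrc4* was lowest in day 7 AMI replicate 3, at 0.812 CPM against 1.29 to 1.39 (0.8291). The number of such hearts is near the number that chance gives, and no explanation was tested for them one by one. With each of the 12 hearts left out in turn, from 980 to 1322 genes were higher and from 360 to 549 lower in day 1 AMI than in sham.

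A number of genes changed in opposite directions at the 2 times after AMI. In all, 3 genes were DEGs higher than sham in day 1 AMI and lower than sham in day 7 AMI, and 8 genes were DEGs lower in day 1 AMI and higher in day 7 AMI. The difference between the times was tested by the comparison of day 7 AMI with day 1 AMI. The first set is *Lcn2*, with log2 FCs of 3.89 and −1.53 against sham and −5.42 from day 1 to day 7 (edgeR, adjusted p = 2.19e-06), *Lrg1*, with 1.64, −1.78 and −3.42 (adjusted p = 3.12e-08), and *Mmp3*, with 1.43, −1.10 and −2.53 (adjusted p = 0.000237). Neutrophils carry *Lcn2* and *Lrg1*, so blood left in the hearts was tested as a technical explanation. With the erythroid list as a covariate in the fit, 1 of the 3, *Lrg1*, was still a DEG lower in day 7 AMI than in sham, at −1.55. The log2 FC was −0.82 for *Lcn2* (adjusted p = 0.0609) and −0.44 for *Mmp3*. The changes from day 1 to day 7 were then −5.53 for *Lcn2*, −3.41 for *Lrg1* and −2.54 for *Mmp3*. The 3 genes were chosen for the pattern that the test measures. For *Lcn2* and *Mmp3* the level below sham in day 7 AMI cannot be told apart from an effect of blood left in the hearts, and for *Lrg1* it passed the threshold with and without the covariate. The mean of the erythroid list was 6.60 in sham and 5.54 in day 7 AMI. The covariate can therefore also take up differences between these groups that have another cause, so a lost call does not point to blood. The second set is *Zfp185*, *H1fx*, *Fam180a*, *9630013D21Rik*, *Col4a4*, *Ackr4*, *Col4a3* and *Ifi203-ps*. Their log2 FCs from day 1 to day 7 ran from 2.03 for *Col4a4* to 4.06 for *Fam180a*. Part of the sequence of *Ifi203-ps* (11.6% of its 75-base stretches) is shared with other genes, and 19.5% of the exon bases of *H1fx* lie under another gene. No biological explanation was tested for the second set. Most of these genes depended on the processing. Of the 11 alternatives that kept every heart, 2 of them added after the data were examined, *Lrg1* had the pattern in 11, *Lcn2* in 6 and *Mmp3* in 2, and of the 12 fits that each left out one heart, in 12, 11 and 7. In the second set the pattern held in from 3 of the 11 (*Ifi203-ps*) to 10 (*9630013D21Rik*), and in from 3 of the 12 (*Col4a4*) to 12 (*Fam180a* and *Ackr4*). With limma on log2(TPM + 1), no gene of the second set had it.

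Signals outside the genes that the paper discusses appeared in lists of genes written beforehand. Between day 7 AMI and sham the mean log2 CPM rose by 4.88 for fibroblast and matrix genes, 4.67 for proliferation genes, 2.12 for heart stress genes, 1.98 for T cell genes, 1.95 for interferon response genes and 1.04 for complement genes. In each of these 6 lists every day 7 AMI heart was above every sham heart (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Over the 28 lists tested, 17 had this p, and the adjusted p was 0.0471. Of the 17, the fatty acid oxidation and cardiomyocyte lists went the other way, with changes of −1.15 and −0.98. The rises kept their direction on the log2(TPM + 1) scale, at 4.83, 3.32, 2.67, 0.87, 2.09 and 1.40 in the order given. With RLE size factors they were 4.86, 4.65, 2.10, 1.96, 1.93 and 1.02. Biases that might raise many genes at once were tested on the number of DEGs between day 7 AMI and sham, which was 3246. Correction for GC content gave 3224 DEGs, 3148 of them shared with the 3246. Correction for transcript length gave 3133, with 2961 shared, and thinning of every library to the smallest total gave 3201, with 3149 shared. Medians of the log2 FC over 20 bins of transcript length ran from −0.37 to 0.15 before the correction and from −0.01 to 0.03 after it, and over bins of GC content from −0.07 to 0.09 and from −0.015 to 0.04. These corrections were not applied to the lists themselves. A candidate explanation is a response to AMI that is still under way on day 7. Of the splits of the 8 hearts that part as many replicate numbers, 1 of 8, the real split, gave as many DEGs, and 8 splits cannot give a share under 0.125. The other splits of these hearts, 27 further ones included, gave 0 DEGs, with from 58 to 3483 genes at an unadjusted p under 0.05.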

How the results depend on the processing

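Most results kept their direction and their side of the threshold, or stayed near their main value. The rule depended on the kind of result. Single genes stayed so with the same direction and side of the threshold, and numbers of genes within a set factor of the main number. List differences with a heart left out stayed so with the same direction and a shift under the larger SD of the groups. Shares of variance were taken as moved at any change. Among the answers to the comparisons, 605 values under an alternative stayed so, 42 moved, 5 grew stronger, 5 weaker, and 4 reversed. Among 109 results on single genes there were 2024 further values, of which 1910 stayed so, 78 were weaker, 19 stronger and 17 reversed. Where no test of the cause is named, the cause was not tested. No test here was chosen only after a result was seen, but edgeR on library sizes alone was added after the data were examined.

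Without the FC minimum, which let small changes through, 3360 genes were higher and 3043 lower in day 1 AMI than in sham, 3701 and 3496 in day 7 AMI than in day 1 AMI, and 4728 and 4353 in day 7 AMI than in sham. The intersections then held 997 genes highest and 620 lowest in day 1 AMI, 887 that rose and 790 that fell at both steps.

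Scaling changed the balance of higher and lower genes. With TMM the median log2 FC of the tested genes was 0.03 between day 7 AMI and sham, and 72.3% of the DEGs were higher. On log2(TPM + 1) the median was 0.47 and 95.9% were higher, on log2(TPM + 0.1) it was 0.55 and 95.2%, and with library sizes alone 0.43 and 91.95%. In day 1 AMI against sham and day 7 AMI against day 1 AMI the medians on log2(TPM + 1) were 0.27 and 0.19. Changes on these scales are relative to those shifts. With limma on log2(TPM + 1), 64 genes were lower in day 1 AMI than in sham, 134 in day 7 AMI than in day 1 AMI, and 113 in day 7 AMI than in sham. The intersections held 94 highest and 4 lowest in day 1 AMI, and 94 that rose and 1 that fell at both steps. *Nlrp3* was under a FC of 2 against sham, at 0.93 in day 1 AMI and 0.77 in day 7 AMI. *Pycard* reversed to 0.32 from day 1 to day 7 and passed the FDR in day 7 AMI against sham, under a FC of 2, at 0.83 (adjusted p = 0.00944, and from 0.00944 to 0.85 over the alternatives that kept every heart). *Gsdme* reversed to 0.0874 and 0.40 against sham in day 1 AMI and day 7 AMI. With limma on log2(TPM + 0.1), 122, 181 and 179 genes were lower in the 3 comparisons, 3575 were higher in day 7 AMI than in sham, and the intersections held 107, 23, 307 and 2. *Casp1* passed a FC of 2 in day 1 AMI against sham, at 1.15. *Pycard* reversed to 0.34 and was 0.90 in day 7 AMI against sham, *Gsdme* reversed to 0.14 and 0.61, and in day 7 AMI against sham *S100a8* reversed to 0.0556 and *S100a9* to 0.025. With library sizes alone, 217 and 318 genes were lower than sham on day 1 and day 7, 3633 were higher on day 7, and 353 rose and 5 fell at both steps. *Casp1* was then at 1.19 in day 1 AMI, and *Pycard* reversed to 0.0696 from day 1 to day 7 and *Gsdme* to 0.25 in day 7 AMI against sham.

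With edgeR on only the groups compared, 48 genes were lowest in day 1 AMI. With shrinkage in DESeq2, 8 genes fell at both steps. With a block for the replicate number, which stands for different mice, 166 genes were highest and 75 lowest in day 1 AMI. The first principal component held 62.3% of the variance without the SD minimum, 60.1% on log2(TPM + 0.1), 56.4% on TMM-normalized log2 CPM and 62.6% with genes scaled to unit variance, and the second 17.6%, 15.9%, 20.6% and 15.8%. The silhouette width ran from 0.408 to 0.602, and 12 of 12 hearts lay in a cluster of their own group under each alternative run for the clustering that kept every heart. Scaling to unit variance was run for the principal components only. The 6 list overlaps were also run with DESeq2 calls, the replicate block, a background of genes with at least 1 CPM, and the camera test. Their p-values stayed under 0.05 there, the largest being 0.0221 for IL-1 response genes in day 7 AMI with DESeq2. The other alternatives were not run for these overlaps. The cardiomyocyte list fell by 0.18 from day 1 to day 7 on log2(TPM + 1) (exact permutation p = 0.0571).

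With each heart left out in turn, genes higher and lower in day 1 AMI than in sham ran from 980 to 1322 and from 360 to 549, in day 7 AMI than in day 1 AMI from 1239 to 1407 and from 356 to 478, and in day 7 AMI than in sham from 2261 to 2487 and from 869 to 1047. The intersections ran from 115 to 229, from 61 to 86, from 177 to 222 and from 8 to 19. The log2 FCs in day 1 AMI against sham, day 7 AMI against day 1 AMI and day 7 AMI against sham ran as follows. *Nlrp3* ran from 1.84 to 2.18, from −1.03 to −0.54 and from 0.98 to 1.46. The call of *Nlrp3* in day 7 AMI against sham was lost without day 7 AMI replicate 1 or replicate 4, and without day 7 AMI replicate 1 its fall from day 1 to day 7 was a DEG. *Casp1*, a DEG in day 1 AMI without sham replicate 3 or day 1 AMI replicate 3, ran from 0.73 to 1.10, from 0.31 to 0.76 and from 1.23 to 1.65. *Gsdmd* ran from 0.47 to 0.74, from 0.42 to 0.64 and from 1.01 to 1.26. *Il1b* ran from 3.58 to 4.47, from −2.11 to −1.62 and from 1.73 to 2.62. *Pycard* ran from −0.0018 to 0.22 in day 1 AMI against sham and from −0.0628 to 0.15 in day 7 AMI against sham. *Nlrp1a* ran from −0.10 to 0.47 from day 1 to day 7. In day 7 AMI against sham *S100a8* ran from −2.82 to 0.0285, *Chil3*, whose sequence is shared in part with *Chil4*, from −0.18 to 1.00, and the neutrophil list from −0.11 to 1.08. The leukocyte list ran from −0.048 to 0.20 from day 1 to day 7.

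Low counts limit the receptor genes of Figure 1C, of which 12 could not be tested.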

Differences from the paper's values

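Settings chosen only after the values were seen are named as such, and the others were set before the data were examined. No test of an explanation is given here.

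The paper states that its data are means ± SD. The error bars of Figure 1C, read by eye, are shorter than the SDs of the raw counts. For *Gsdmd* in day 7 AMI the paper's bar is about 55 in Figure 1C, read by eye, and the SD of the raw counts here was 110, with a standard error of the mean of 54.9. For *Il1b* in day 1 AMI the paper's bar is about 34 in Figure 1C, and the SD here was 67.2, with a standard error of the mean of 33.6. For *Nlrp3* in day 1 AMI the paper's bar is about 17 in Figure 1C, and the SD here was 33.7, with a standard error of the mean of 16.9. No alternative set before the data were examined applies to the SD of raw counts. With the standard error of the mean in place of the SD, a setting chosen after seeing the values, each of the 3 gaps closes, since it rounds to the bar of the paper.

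The paper's counts of genes highest and lowest in day 1 AMI are 204 and 64, and edgeR gave 174 and 80, within the margin used here for a difference. DESeq2 fitted to only the groups compared gave 204 and 64, and 175 genes that rose and 14 that fell at both steps. Figure 1A shows about 170 and about 14 for those, read by eye, and edgeR gave 198 and 13. DESeq2 fitted to only the groups compared at its default filtering threshold, chosen after seeing the values, also gave 204, 64 and 14.

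Figure 1C marks no difference for *Nlrp1b* between day 7 AMI and day 1 AMI. Here its log2 FC was 1.00 with an adjusted p of 0.0135, a DEG. The log2 FC was under 1 and the gene was no DEG with DESeq2 on the 12 hearts (0.98), on only the groups compared (0.98) and with shrinkage (0.90), with RLE (0.98), without the filter (0.98), with edgeR on only the groups compared (0.99) and with the replicate block (0.98). The same held with DESeq2 at its default filtering threshold, chosen after seeing the values. With edgeR on library sizes alone, also chosen after seeing the values, it was 1.14 and a DEG. The adjusted p over these alternatives ran from 0.00261 to 0.0269. With limma on TPM the gene was not tested. With each heart of the groups compared left out in turn, the log2 FC ran from 0.74 to 1.16. The call was lost in 5 of these 8 fits.

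Figure 1B shows *Naip1* among the genes that differed between groups. Here *Naip1*, which shares 21.3% of its 75-base stretches with its paralogs, had at most 1 count in a sham library and at most 11 in a day 1 AMI library, did not pass the filter on low counts, and was not tested. It was a DEG higher in day 1 AMI than in sham with DESeq2 on the 12 hearts (adjusted p = 0.0311), on only the groups compared (adjusted p = 0.0448) and with shrinkage (adjusted p = 0.0311). It was also a DEG with edgeR without the filter (adjusted p = 0.0291), and with DESeq2 at its default filtering threshold, chosen after seeing the values (adjusted p = 0.0459). The adjusted p over these alternatives ran from 0.0291 to 0.0459.

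The paper states that *Nlrp3* fell from day 1 to day 7. Here the log2 FC was −0.81, and the adjusted p of 0.0654 did not pass the threshold. The adjusted p was 0.0492 with DESeq2 on the 12 hearts and with shrinkage, 0.0426 with DESeq2 on only the groups compared, 0.0481 without the filter, and 0.0438 with DESeq2 at its default filtering threshold, chosen after seeing the values, each with a FC under 2. Without day 7 AMI replicate 1 the log2 FC was −1.03 (adjusted p = 0.0375), a DEG, and without day 7 AMI replicate 4 it was −0.997 (adjusted p = 0.0465). Over the alternatives the adjusted p ran from 0.0375 to 0.592.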

Other observations

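The tests of erythroid against neutrophil transcripts, of *Gsdmd* against leukocyte transcripts and of *Pycard* before and after normalization were chosen only after the result was seen. The other tests were set down before their own results, but those on platelet transcripts and on *S100a8* and *S100a9* only after neutrophil and erythroid values had been seen.

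Neutrophil transcripts varied among hearts of one group, most of all in sham. The mean log2 CPM of the neutrophil list was 0.31, 1.22, −1.82 and −2.35 in sham replicates 1 to 4. Sham replicate 2, with the highest of these values, also had the highest erythroid list of the 12 hearts, 8.76. With each group centred on its mean, the erythroid and neutrophil lists rose and fell together over the 12 hearts (Pearson's r = 0.815, two-sided permutation p = 0.0156, Spearman's rho = 0.685, permutation p = 0.0494). The adjusted p was 0.0391 over 5 such relations, and r was 0.662 without the 2 hearts farthest from the median. The relation was not seen among the day 1 AMI hearts, where the erythroid list was 5.14, 5.60, 5.77 and 5.81 in replicates 1 to 4 and the neutrophil list 2.37, 3.35, 1.48 and 2.17. A platelet list and the neutrophil list gave r = 0.899 (permutation p = 0.00456, adjusted p = 0.0228, rho = 0.909 with permutation p = 0.0021, and r = 0.824 without the 2 farthest hearts). The relations of the erythroid list with the neutrophil granule list (r = 0.643, permutation p = 0.0473), the leukocyte list (r = 0.645, permutation p = 0.0321) and the monocyte and macrophage list (r = 0.641, permutation p = 0.0755) did not pass the adjustment (adjusted p = 0.0591, 0.0534 and 0.0755). Sham replicate 2 also had the lowest T cell list of the 12 hearts, −3.12, a value that goes the other way. This value lies near the floor of a count of 3, so it carries little weight. Blood left in the hearts may account for part of the neutrophil transcripts in some sham hearts, but not all of these values point that way. No biological explanation was tested for differences among hearts of one group.

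*S100a8* and *S100a9* were no DEGs in day 1 AMI against sham, at a log2 FC of 1.22 each (adjusted p = 0.308 and 0.291, and for *S100a8* from 0.0563 to 0.453 over the alternatives that kept every heart). With the erythroid list as a covariate in the edgeR fit, *S100a8* had a log2 FC of 3.77 with an adjusted p of 0.00233, and *S100a9* of 3.63 with an adjusted p of 0.00256. Without sham replicate 2, the heart with the most erythroid transcripts, the log2 FCs were 2.36 and 2.25, and neither gene was a DEG (adjusted p = 0.0775 and 0.0817, and for *S100a8* up to 0.611 with another heart left out). Blood left in sham hearts may be a technical explanation for part of the missing calls, a hypothesis found and tested on the same hearts, and leaving out that heart did not bring the calls back. With that covariate, 1283 genes were higher and 501 lower in day 1 AMI than in sham.

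On the TPM scale fewer genes were DEGs lower after AMI, and the median log2 FC of day 7 AMI against sham was 0.47. Mitochondrial transcripts, which took a larger share of sham libraries, might have caused this shift. With the 37 mitochondrial genes left out and TPM rescaled, the median was still 0.41. With the 100 most abundant genes left out it was 0.25, so these genes carried part of that shift, short of most of it. In day 1 AMI against sham the median was 0.27, and it was 0.15 without the mitochondrial genes and 0.0554 without the 100 most abundant genes, which there carried most of the shift. In day 7 AMI against day 1 AMI neither step removed the shift. There the median was 0.19, and it was 0.25 without the mitochondrial genes and 0.18 without the 100 most abundant genes. Dividing TPM by the TMM factors, a step that centres most genes by design, gave 0.02 in day 7 AMI against sham. It gave −0.0031 in day 1 AMI against sham and 0.01 in day 7 AMI against day 1 AMI. The share of RNA from cardiomyocytes could have changed with AMI, which no test here separates from the composition of the libraries.

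Bias from GC content, transcript length or depth could change the number of DEGs between day 1 AMI and sham, which was 1648. Correction for GC content gave 1626 DEGs, with 1581 shared. Correction for transcript length gave 1637, with 1607 shared, and thinning of every library to the smallest total gave 1600, with 1545 shared. Medians of the log2 FC over 20 bins of GC content ran from −0.09 to 0.11 before the correction and from −0.02 to 0.01 after it. Over bins of transcript length they ran from −0.11 to 0.05 and from −0.05 to 0.01. The corrections thus removed trends that were small beside a FC of 2.

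Other splits of the same hearts were tested for each comparison. For day 1 AMI against sham, day 7 AMI against day 1 AMI, and day 7 AMI against sham, 1 of the 8 splits that part as many replicate numbers, the real one, gave as many DEGs, and the smallest share 8 splits allow is 0.125. The 27 further splits keep some hearts of one replicate number together. The other splits gave 0 DEGs, while from 151 to 4089 genes, from 78 to 3006 and from 58 to 3483 had an unadjusted p under 0.05 in the 3 comparisons. Of 100 splits into 3 groups drawn from 216, 1, the real one, gave as many genes highest in day 1 AMI, and the same share of 1 in 100 held for genes lowest in day 1 AMI and for genes that rose or fell at both steps. Of the 99 others, 98 gave 0 genes highest and 0 lowest in day 1 AMI, and 1 gave 90 and 44. None of the 99 gave a gene that rose or fell at both steps. In these 99 splits from 48 to 7611 genes had an unadjusted p under 0.05 in the comparison that stood for day 1 AMI against sham.

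*Gsdmd* rose less than leukocyte transcripts from sham to day 1 AMI. The log2 CPM of *Gsdmd* minus the leukocyte list changed by −1.17 (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow, with every day 1 AMI heart below every sham heart). Over the 36 such tests the adjusted p was 0.0514, which does not pass the threshold. From day 1 to day 7 the difference changed the other way, by 0.45, and for *Casp1* it changed by −0.92 from sham to day 1 AMI, both with the same exact permutation p and adjusted p. Against the monocyte and macrophage list *Gsdmd* changed by −0.67 and then by −0.44. The direction at the second step thus depends on the list. The first change was shared by *Casp1* but not by the other genes compared. *Nlrp3* changed by 0.15 against the leukocyte list from sham to day 1 AMI (exact permutation p = 0.429). *Il1b* rose more than that list, by 2.22 (exact permutation p = 0.0286, adjusted p = 0.0514). A candidate explanation for the first change only is that part of the *Gsdmd* transcript in the sham heart may come from cells other than leukocytes. These data do not separate that from leukocytes that carry less *Gsdmd* or from a list whose genes rise faster than the number of cells.

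The mean raw counts of *Pycard* were higher in day 1 AMI than in sham by a log2 ratio of 0.64, and after TMM normalization the log2 FC was 0.128. The size and composition of the libraries may account for most of the raw difference, but this depends on the scaling. With limma on log2(TPM + 1) the change was 0.51 in day 1 AMI against sham, where the median of all genes was 0.27.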
